# CD301b^+^ dendritic cell-derived IL-2 dictates CD4^+^ T helper cell differentiation

**DOI:** 10.1038/s41467-025-55916-9

**Published:** 2025-02-26

**Authors:** Naoya Tatsumi, Jihad El-Fenej, Alejandro Davila-Pagan, Yosuke Kumamoto

**Keywords:** Lymphocyte activation, Lymphocyte differentiation, Antigen presentation, Dendritic cells

## Abstract

T helper (Th) cell differentiation is fundamental to functional adaptive immunity. Different subsets of dendritic cells (DC) preferentially induce different types of Th cells, but the DC-derived mechanism for Th type 2 (Th2) differentiation is not fully understood. Here, we show that in mice, CD301b^+^ DCs, a major Th2-inducing DC subset, drive Th2 differentiation through cognate interaction by rapidly inducing IL-2 receptor signalling in CD4^+^ T cells. Mechanistically, CD40 engagement prompts IL-2 production selectively from CD301b^+^ DCs to maximize CD25 expression in CD4^+^ T cells, which instructs the Th2 fate decision, while simultaneously skewing CD4^+^ T cells away from the T follicular helper fate. Moreover, CD301b^+^ DCs utilize their own CD25 to facilitate directed action of IL-2 toward cognate CD4^+^ T cells, as genetic deletion of CD25 in CD301b^+^ DCs results in reduced IL-2-mediated signalling in antigen-specific CD4^+^ T cells and hence their Th2 differentiation. These results highlight the critical role of DC-intrinsic CD40–IL-2 axis in Th cell fate decision.

## Abstract (web summary)

A subset of migratory type 2 conventional dendritic cells marked by CD301b expression (CD301b^+^DC), are required specifically for the development of Th2 cells. Here authors show that at the mechanistic level, the CD301b^+^DCs are triggered by CD40 signalling to produce IL-2, which in turn promotes Th2 cell differentiation while suppressing the Tfh cell fate decision.

## Introduction

Activation of antigen-specific CD4^+^ T cells by dendritic cells (DCs) is critical for initiating adaptive immune responses. Upon recognition of cognate peptide-major histocompatibility complex class II (MHCII) complex through the T cell receptor (TCR), naive CD4^+^ T cells rapidly proliferate as they differentiate into distinct subsets of effector T helper (Th) cells such as Th1, Th2, and Th17 cells, each of which have unique functions in immunity^1^. DCs play a crucial role in both expansion and differentiation of antigen-specific CD4^+^ T cells not only by presenting antigens with costimulation but also by producing cytokines that affect the Th cell fate decision^2^. Notably, different DC subsets have been shown to produce distinct patterns of cytokines upon stimulation and thereby preferentially induce different types of Th cells. For instance, among the three major DC subsets in mouse skin, including the dermal type 1 conventional DCs (cDC1s), the dermal cDC2s, and the epidermal Langerhans cells (LCs), which have a monocytic origin but have DC-like function, the dermal cDC1s preferentially induce Th1 cell differentiation by producing IL-12^3,4^, whereas LCs induce Th17 cell differentiation through IL-6 production^3,5^. Such division of labor between DC subsets is not unique to the skin, though the capacity to induce specific types of Th cells is not always confined to the same DC subset, as DC subsets other than cDC1s can be a critical source of IL-12 for inducing Th1 cell differentiation when exposed to certain stimuli^6,7^. Likewise, in organs outside of the skin where LCs do not exist, the Th17 cell differentiation is induced by a specialized subset of cDC2s that produce high levels of IL-23 and/or IL-6^8–11^. In contrast, the dermal cDC2s and cDC2s elsewhere have been shown to be required for the differentiation of Th2 cells^12–16^, which play a crucial role in the development of allergic diseases and protection against helminth parasites. However, unlike the Th1 and Th17 fate induced by defined cytokines, the DC-derived factors acting directly on CD4^+^ T cells for instructing the Th2 cell fate have not been clearly identified.

We and others have shown previously that CD301b^+^ DCs, a major, migratory subset of cDC2s, are required specifically for the Th2 cell differentiation of antigen-specific CD4^+^ T cells induced by allergens, adjuvants, or by helminth infection^12,13,17,18^. Diphtheria toxin (DT)-induced depletion of CD301b^+^ DCs in mice expressing the DT receptor (DTR) under the regulation of the *Mgl2* (encoding CD301b) promoter (Mgl2-DTR mice) resulted not only in delayed priming but also in reduced Th2 cell differentiation with a compensatory increase in Th1, Th17 and T follicular helper (Tfh) cell differentiation^19,20^. These findings suggest that CD301b^+^ DCs dictate the bifurcation of effector CD4^+^ T cell fate, but its mechanism remains unknown.

Here, we show that the Th2 cell fate instruction by CD301b^+^ DCs requires MHCII- and CD40-dependent cognate interaction with CD4^+^ T cells. Mechanistically, the CD40 ligation induces IL-2 production specifically from CD301b^+^ DCs, which is required for the maximal CD25 upregulation and the downstream IL-2 receptor (IL-2R) signaling in antigen-specific CD4^+^ T cells. The full expression of CD25 in antigen-specific CD4^+^ T cells is more strictly required for their differentiation into Th2 than for Th1 cells. In addition, the IL-2R signaling in the cognate CD4^+^ T cells early after priming requires CD25 expression in CD301b^+^ DCs, suggesting that the DC-derived CD25 facilitates the directed action of IL-2. Furthermore, the CD301b^+^ DC-intrinsic CD40–IL-2 axis skews CD4^+^ T cells away from differentiation into Tfh cells. These data highlight the critical role of DC-intrinsic CD40–IL-2 axis in the bifurcation of Th cell fate.

## Results

### Direct antigen presentation by CD301b^+^ DCs is required for Th2 cell differentiation

CD301b^+^ DCs are required for Th2 cell differentiation induced by papain (protease allergen), alum (type 2 adjuvant), and *Nippostrongylus brasiliensis* (*Nb*) (helminth parasite)^13^, but whether they instruct the Th2 cell fate through a cognate interaction or via antigen-independent cues (e.g., cytokines) remains unclear. To address this question, we examined Th2 cell differentiation in mice lacking MHCII specifically in CD301b^+^ DCs (*Mgl2*^*+/Cre*^;*H2ab1*^*fl/fl*^ mice, hereafter CD301b^ΔMHCII^ mice)^20^ by adoptively transferring carboxyfluorescein succinimidyl ester (CFSE)-labeled ovalbumin (OVA)-specific TCR transgenic CD4^+^ T (OT-II) cells^21^ and subcutaneously immunizing in the footpad with OVA plus papain (Fig. 1a). As reported previously, the Cre expression in the *Mgl2*^*Cre*^ strain, examined by the inducible tdTomato (iTom) reporter (*Mgl2*^*+/Cre*^*;R26*^*LSL-iTom*^) mice, was restricted to CD301b^+^　PD-L2^+^ migratory (MHCII^hi^) cDC2 (migDC2) and some CD301b^−^　PD-L2^+^ migDC2s, the latter of which presumably expressed a low level of CD301b that was not detectable due to the reduced CD301b protein expression from the *Mgl2*^*Cre*^ allele^20^, while the Cre expression was nearly absent from all other cell types including PD-L2^−^ migDC2s, LCs, XCR1^+^ migDC1s, and LN-resident cDCs (Supplementary Fig. 1a, b). Seven days after the immunization, the OT-II cells in the draining lymph node (dLN) of the CD301b^∆MHCII^ mice showed normal cell divisions with a mild increase in number (Fig. 1b, c), indicating that they were primed by antigen-presenting cells other than CD301b^+^ DCs. However, as in CD301b^+^ DC-depleted mice^13^, the OT-II cells in CD301b^∆MHCII^ mice failed to develop IL-4-producing Th2 cells, while their differentiation into IFNγ-producing Th1 cells remained unchanged (Fig. 1d, e). Likewise, when mice were immunized with OVA plus alum, the Th2 differentiation of OT-II cells was impaired in CD301b^ΔMHCII^ mice without affecting cell divisions, numbers, or differentiation into Th1 cells (Fig. 1f–h). In contrast, the expansion and Th1 differentiation of OT-II cells were not affected in the CD301b^ΔMHCII^ mice when immunized with OVA plus a Th1-plarizing adjuvant CpG oligodeoxynucleotide (Fig. 1i–k). Lastly, as in CD301b^+^ DC-depleted mice^13^, the CD301b^ΔMHCII^ mice had similar numbers of CD44^+^ activated CD4^+^ T cells but showed impaired IL-4 production from the activated CD4^+^ T cells in the skin- and lung-dLNs upon subcutaneous infection with *Nb*, a model in which the parasites quickly migrate from the skin to the lung within one day, indicating the requirement of cognate interaction with CD301b^+^ DC for the parasite-induced Th2 cell differentiation in the endogenous polyclonal CD4^+^ T cells (Fig. 1l–n). Of note, the expression of CD301b is not a simple indicator for maturation status but is rather marking a specific cDC2 subset, as the Cre^+^ and Cre^−^ migDC2s in the *Mgl2*^*+/Cre*^*;R26*^*LSL-iTom*^ mice and CD301b^+^ and CD301b^−^ migDC2s in wild-type (WT) mice expressed CD86 at a comparable level (Supplementary Fig. 1c–g). These results indicate that cognate interaction with CD301b^+^ DC is required specifically for the differentiation of Th2 cells.

**Fig. 1:**
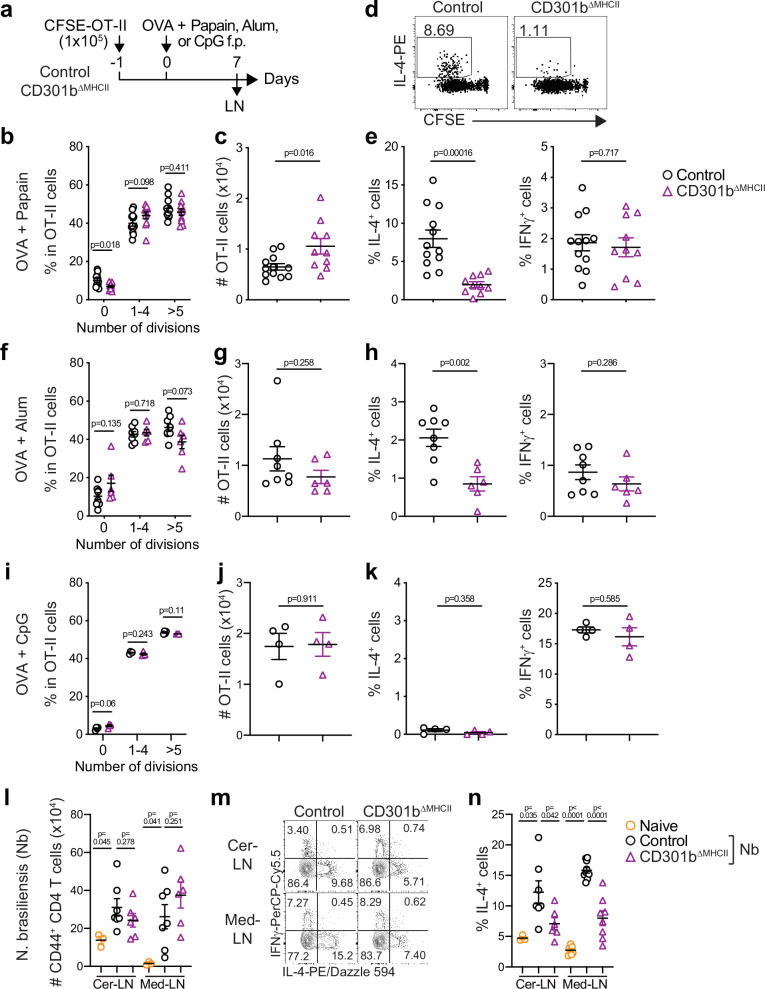
Direct antigen presentation by CD301b^+^ DCs is required for Th2 cell differentiation. **a** Experimental design. Control (*Mgl2*^*+/Cre*^) and CD301b^ΔMHCII^ mice were adoptively transferred with OT-II cells and immunized one day later with OVA plus papain (**b–e**), OVA plus alum (**f–h**), or OVA plus CpG (**i–k**) in the footpad. The draining popliteal LNs were harvested 7 (**b–h**) or 5 (**i–k**) days after the immunization and restimulated ex vivo with PMA and ionomycin. **b–k** Frequencies of OT-II cells that have undergone indicated number of cell divisions (**b**, **f**, **i**), numbers of OT-II cells (**c**, **g**, **j**), flow cytometry plots of IL-4 and CFSE (**d**), and frequencies of IL-4^+^ and IFNγ^+^ cells among the donor OT-II cells (**e**, **h**, **k**) are shown. **l–n** Control (*Mgl2*^*+/Cre*^) and CD301b^ΔMHCII^ mice were subcutaneously infected with *Nb* in the ear. Cervical (Cer) and mediastinal (Med) LNs were harvested 7 days after the infection and restimulated ex vivo with PMA and ionomycin. Numbers of CD44^+^ CD4^+^ T cells (**l**), flow cytometry plots of IL-4 and IFNγ (**m**), and frequencies of IL-4^+^ cells among the CD44^+^ CD4^+^ T cells (**n**) are shown. Data represent means ± SEM of 12 control and 10 CD301b^ΔMHCII^ mice for (**b–e**), 8 control and 6 CD301b^ΔMHCII^ mice for (**f–h**), 4 control and 4 CD301b^ΔMHCII^ mice for (**i–k**), 7 control and 6 CD301b^ΔMHCII^ mice for (**l–n**), or show representative flow cytometric plot of at least two independent experiments (**d**). Statistical analyses were performed using a two-tailed Student’s *t*-test. Source data are provided as a Source Data file.

### CD301b^+^ DCs are required for inducing full CD25 expression in CD4^+^ T cells

DCs send critical activation signals to antigen-specific naive CD4^+^ T cells, leading to cell cycle entry and rapid upregulation of early activation markers such as CD69 and CD25 in T cells. We have shown previously that the depletion of CD301b^+^ DCs results in an 8- to 16-hour delay in CD69 upregulation and cell cycle entry of antigen-specific CD4^+^ T cells^20^, but the link between the delayed activation and the selective impairment in Th2 differentiation remains unclear. To gain further insight into the potential defect in CD4^+^ T cell activation in these mice, we transferred CFSE-labeled OT-II cells into DT-treated WT (CD301b^+^ DC-intact) or Mgl2-DTR (CD301b^+^ DC-depleted) mice 24 h after immunization with OVA plus papain in the footpad and then blocked further LN entry of T cells with anti-CD62L monoclonal antibody (mAb) 2 h later (Fig. 2a), which allows us to monitor the activation kinetics of OT-II cells in a synchronized manner^20^. In agreement with our previous report^20^, the upregulation of CD69 in OT-II cells was delayed in CD301b^+^ DC-depleted mice but was quickly recovered presumably due to antigen presentation by CD301b^−^ DCs (Fig. 2b). In contrast, CD25 expression was induced in a subset of CD69^+^ OT-II cells at a similar timing and peaked at 16 h after the dLN entry in both CD301b^+^ DC-intact and CD301b^+^ DC-depleted mice, but with significantly lower expression levels in the latter (Fig. 2b, c). The requirement of CD301b^+^ DCs for the full CD25 upregulation is subset-specific, as the depletion of CD207^+^ DCs, including LCs and dermal CD103^+^ cDC1s^22–24^, in CD207-DTR mice^25^ did not affect CD25 expression (Fig. 2d).

**Fig. 2:**
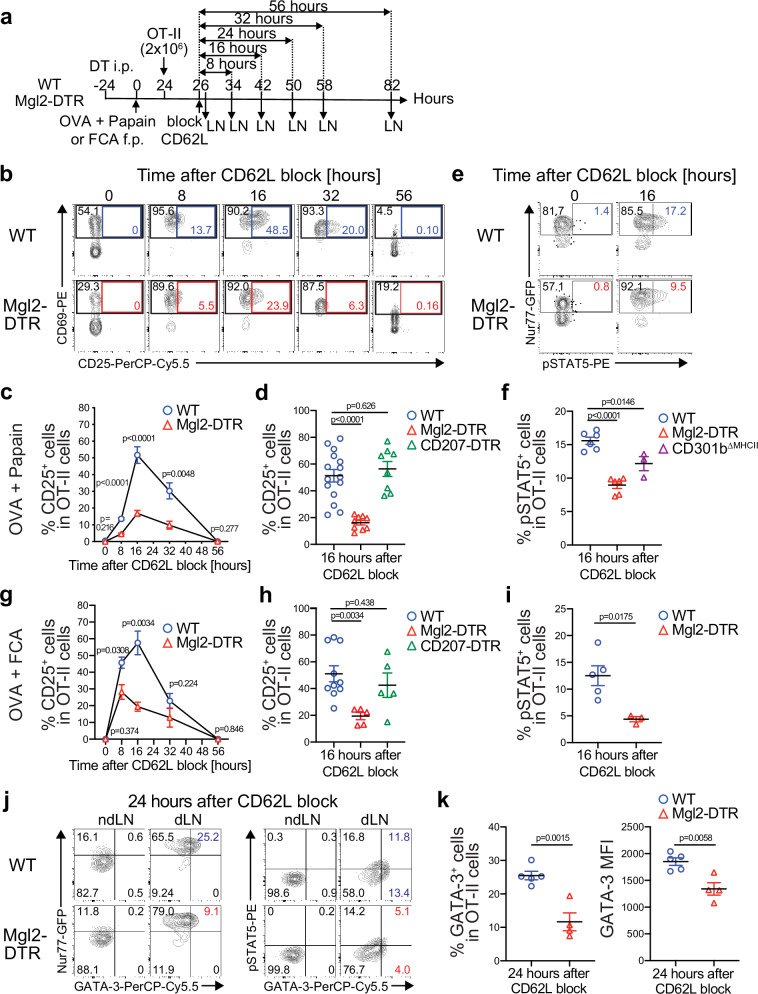
CD301b^+^ DCs are required for maximal CD25 expression and STAT5 activation in antigen-specific CD4^+^ T cells. **a** Experimental design. OT-II cells were transferred into DT-treated Mgl2-DTR or WT mice 24 h after immunization with OVA plus papain (**b–f**, **j**, **k**) or OVA plus FCA (**g–i**) in the footpad. Two hours later, further homing of lymphocytes to LNs was blocked by injecting anti-CD62L mAb retro-orbitally. The dLNs were harvested at indicated time-points after the CD62L blockade. The donor OT-II cells were labeled by a congenic marker (CD45.1) or a cell tracer dye. OT-II cells expressing the Nur77-GFP reporter were used in (**e**, **f**, **i–k**). DT-treated CD207-DTR mice and CD301b^ΔMHCII^ mice (without DT) were used as additional groups of recipients where indicated. **b–k** Representative flow cytometric plots for indicated markers (**b**, **e**, **j**), frequencies of CD25^+^ cells (**c**, **d**, **g**, **h**), pSTAT5^+^ cells (**f**, **i**), and GATA-3^+^ cells and GATA-3 MFI (**k**) among the donor OT-II cells are shown. Data represent means ± SEM of 3–15 mice per group at each time point for (**c**) and (**g**), WT (*n* = 15), Mgl2-DTR (*n* = 9), and CD207-DTR (*n* = 8) for (**d**), WT (*n* = 6), Mgl2-DTR (*n* = 6), and CD301b^ΔMHCII^ (*n* = 3) for (**f**), WT (*n* = 10), Mgl2-DTR (*n* = 5), and CD207-DTR (*n* = 5) for (**h**), WT (*n* = 5) and Mgl2-DTR (*n* = 3) for (**i**), WT (n = 5) and Mgl2-DTR (*n* = 4) for (**k**), or show representative flow cytometry plots of at least two independent experiments (**b**, **e**, **j**). Statistical analyses were performed using a two-tailed Student’s *t*-test. Source data are provided as a Source Data file.

CD25 (IL-2Rα) is the high-affinity subunit of the IL-2R complex. Intracellular staining of phosphorylated STAT5 (pSTAT5) in OT-II cells expressing the Nur77-GFP reporter (Nur77-GFP;OT-II), whose expression correlates with the TCR signal strength^26^, showed a reduction of pSTAT5, the major signaling component of IL-2R, in OT-II cells primed in CD301b^+^ DC-depleted mice (Fig. 2e, f). In contrast, like CD69, expression of the Nur77-GFP reporter soon after the dLN entry was lower in Mgl2-DTR than in WT mice (Fig. 2e, 0 h), but the comparable expression at a later time-point indicated a similar amount of TCR stimulation received by OT-II cells over time regardless of the CD301b^+^ DC depletion status (Fig. 2e, 16 h). The pSTAT5 levels were also reduced in CD301b^∆MHCII^ mice (Fig. 2f), indicating the requirement of cognate interaction with CD301b^+^ DC for optimal activation of STAT5 in OT-II cells. Furthermore, the subset-specific requirement of CD301b^+^ DCs for the full CD25 upregulation and STAT5 phosphorylation in OT-II cells was also observed when the mice were immunized under a non-Th2 condition with Freund’s complete adjuvant (FCA) (Fig. 2g–i). CD301b^+^ DCs, but not CD207^+^ DCs, were also required for the full upregulation of CD25 in OT-II cells in a more potent Th1 condition with CpG that did not induce any Th2 cells (Supplementary Fig. 2a–c), though they were dispensable for the Th1 cell differentiation (Fig. 1k). The expression of GATA-3, the master regulator of Th2 cell differentiation, was induced in a subset of Nur77-GFP^+^ OT-II cells and showed positive correlation with pSTAT5 levels in the dLN of WT mice immunized with papain (Fig. 2j). The depletion of CD301b^+^ DCs resulted in a reduction of GATA-3 in OT-II cells in association with the impaired activation of STAT5 (Fig. 2j, k). While OT-II cells were transferred into pre-immunized mice in the above data, similar results were obtained when the dLN was pre-seeded with naïve OT-II cells or harvested at later time-points (Supplementary Fig. 2d–h), indicating that the impaired Th2 differentiation in the absence of CD301b^+^ DC-mediated priming was not due to a simple delay in IL-4 production. Collectively, these data indicate that CD301b^+^ DCs deliver a qualitatively distinct signal required for the optimal CD25 upregulation and Th2 cell differentiation in antigen-specific CD4^+^ T cells.

### Th2 cell differentiation relies more stringently on IL-2R signaling than Th1 cells

IL-2 plays fundamental roles in CD4^+^ T cell biology^27,28^. While some studies have suggested the requirement of IL-2R signaling for Th2 cell differentiation in vitro^29,30^, its role in Th2-specific fate decision in vivo remains elusive, as abrogating IL-2R signaling often results in a broader defect in proliferation, differentiation, and/or survival of CD4^+^ T cells^31,32^. For instance, upon allergen exposure in the lung, CD25-deficient CD4^+^ T cells have been shown to expand normally in the secondary lymphoid organs but migrate to the lung less effectively than WT CD4^+^ T cells, but the impact of CD25 deficiency on their Th2 fate decision per se remains unclear^33^. To definitively address the role of IL-2R signaling in Th2 cell differentiation in vivo, we first neutralized IL-2 by intraperitoneally (i.p.) injecting an anti-IL-2 mAb S4B6-1, which blocks the binding of IL-2 to CD25^34,35^, in WT mice immunized with OVA plus papain as in Supplementary Fig. 3a. While the IL-2 blockade had no major impact on cell divisions and induced only a modest decrease in numbers of OT-II cells (Supplementary Fig. 3b, c), it inhibited the differentiation of IL-4-producing Th2 cells without affecting their ability to induce IFNγ-producing Th1 cells (Supplementary Fig. 3d), suggesting that IL-2 is specifically required for Th2 differentiation. Notably, the selective requirement of IL-2 for Th2 differentiation is not specific to the type 2 immune environment, since, when treated with the anti-IL-2 mAb, mice transferred with OT-II cells expressing the IL-4-GFP reporter (4get;OT-II) and immunized with OVA plus FCA, which predominantly induces non-type 2 inflammation, also exhibited significantly reduced IL-4-GFP expression in the donor 4get;OT-II cells without major alteration in their proliferation or IFNγ production (Supplementary Fig. 3e–g).

Since the anti-IL-2 mAb S4B6-1 can either neutralize or potentiate IL-2R signaling in a dose-dependent manner^36,37^, we next examined if the reduced, but not completely abrogated, CD25 upregulation in CD4^+^ T cells was responsible for the impaired Th2 differentiation in CD301b^+^ DC-depleted mice by transferring *Il2ra* (CD25)^+/+^, *Il2ra*^+/−^, or *Il2ra*^−/−^ OT-II cells into WT mice immunized with OVA plus papain (Supplementary Fig. 3h). As expected, CD25 expression in the *Il2ra*^+/−^ OT-II cells was reduced by approximately 50% when measured 16 h after the dLN entry, whereas IL-2 production was increased inversely with the *Il2ra* gene dosage likely due to the lack of the CD25-dependent negative feedback^38^ (Supplementary Fig. 3i, j). Nevertheless, STAT5 phosphorylation was reduced by roughly 50% and nearly absent in the *Il2ra*^+/−^ and *Il2ra*^−/−^ OT-II cells, respectively (Supplementary Fig. 3k), suggesting that the CD25 expression level, rather than the IL-2 production, from OT-II cells is the primarily determinant of STAT5 phosphorylation in this model. The reduction of pSTAT5 in the *Il2ra*^+/−^ OT-II cells were associated with lower levels of GATA-3 expression 24 h after the priming (Supplementary Fig. 3l, m), indicating that the maximal IL-2R signaling is necessary for the early commitment to the Th2 cell fate. Five days after immunization with OVA plus papain without CD62L blockade (Supplementary Fig. 3n), >80% of *Il2ra*^+/−^ and *Il2ra*^−/−^ OT-II cells underwent cell divisions, though there were mild defects in the number of division cycles as well as the total numbers of the donor OT-II cells (Supplementary Fig. 3o, p). However, the divided *Il2ra*^+/−^ and *Il2ra*^−/−^ OT-II cells failed to produce IL-4 without showing a defect in IFNγ production (Supplementary Fig. 3q). Immunization with OVA plus FCA also resulted in a loss of IL-4 production in the *Il2ra*^+/−^ OT-II cells, but in this case with a trend for reduction in IFNγ production without significant impact on proliferation (Supplementary Fig. 3r–t).

While the above data suggest Th cell-intrinsic requirement of full CD25 expression for Th2 cell differentiation, the potentially elevated IL-2 levels in the dLN due to the increased production from the *Il2ra*^+/−^ and *Il2ra*^−/−^ OT-II cells (Supplementary Fig. 3i, j) may have activated bystander T regulatory (Treg) cells and indirectly suppressed Th cell differentiation as previously shown for self-reactive Th cells^39,40^. To further elucidate the role of IL-2R signaling in Th2 fate decision in vivo, we next co-transferred equal numbers of *Il2ra*^+/+^ and *Il2ra*^+/−^ or *Il2ra*^−/−^ OT-II cells into mice immunized with OVA plus papain, FCA, or CpG, so that the IL-2 availability in the dLN is normalized (Fig. 3a, d). The *Il2ra* gene dosage-dependent decrease and increase in IL-2 production and STAT5 phosphorylation, respectively, were also observed in this setting (Fig. 3b, c), but, unlike the individual transfer approach (Supplementary Fig. 3o), the *Il2ra*^+/−^ OT-II cells showed comparable expansion to the co-transferred *Il2ra*^+/+^ counterpart in papain- and FCA-immunized mice while they were outcompeted by the *Il2ra*^+/+^ OT-II cells in CpG-immunized mice, whereas the *Il2ra*^−/−^ OT-II cells expanded significantly less than the *Il2ra*^+/+^ OT-II cells regardless of the adjuvant used (Fig. 3e–g). The reduced expansion was not due to poor survival (Fig. 3h), suggesting that it was instead due to impaired survival and/or recruitment of naïve OT-II cells to the dLN. Importantly, the loss of even a single copy of *Il2ra* in the donor OT-II cells consistently resulted in a dramatic reduction in IL-4 production, whereas its impact on IFNγ production was variable and less significant (Fig. 3i). When normalized to the *Il2ra*^+/+^ counterpart in the same host, a similar reduction of Th2 cells was observed in the *Il2ra*^+/−^ OT-II cells in both papain- and FCA-immunized mice (Fig. 3j). Likewise, there was no significant difference in the reduction in Th1 cells in the *Il2ra*^+/−^ OT-II cells between papain-, FCA- and CpG-immunized mice when normalized to the *Il2ra*^+/+^ OT-II cells in the same host (Fig. 3j). Furthermore, the impact of the complete loss of CD25 on both Th1 and Th2 cell differentiation of the *Il2ra*^−/−^ OT-II cells was also largely similar between different models when normalized to the *Il2ra*^+/+^ counterpart (Fig. 3j). These data indicate that, despite the substantial difference in the magnitude of Th1 and Th2 cell differentiation induced by different adjuvants, the impact of the loss of CD25 on their differentiation was similar between models and does not correlate with the magnitude of differentiation. Most importantly, the loss of CD25 consistently had a greater impact on Th2 cell differentiation than on Th1 cell differentiation regardless of the model (Fig. 3j). Collectively, these data indicate that the Th2 fate decision by antigen-specific CD4^+^ T cells in vivo requires a potent and cell-intrinsic IL-2R signaling and is more sensitive to a partial loss of CD25 than the Th1 cell differentiation.

**Fig. 3:**
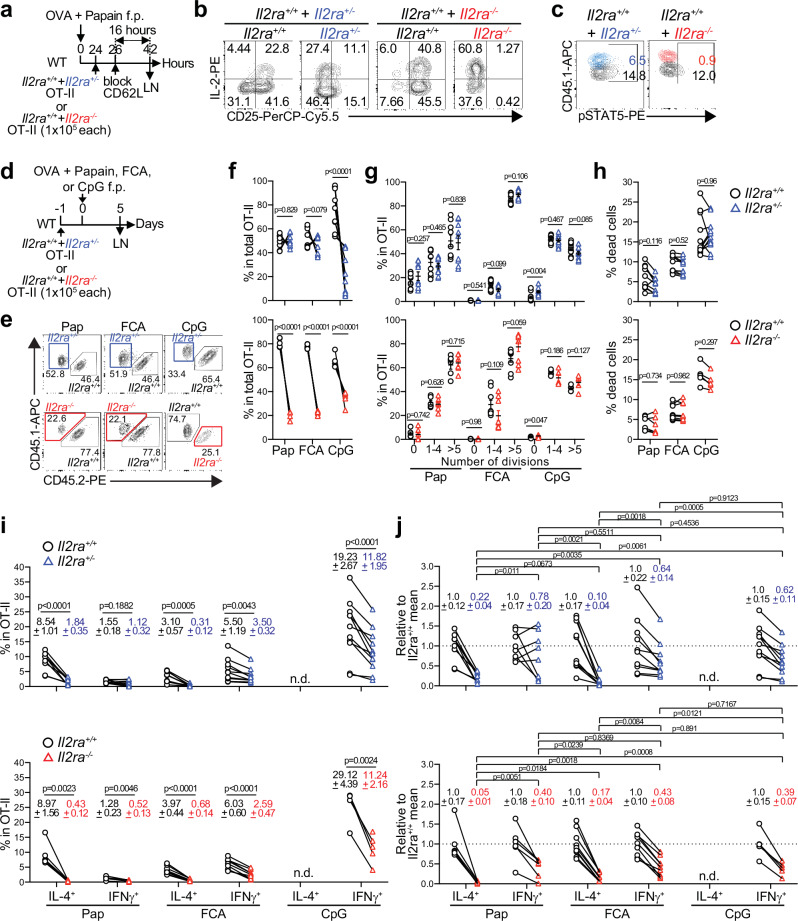
Th2 cell differentiation relies more stringently on IL-2R signaling than Th1 cells. **a–c** A 1:1 mixture of CFSE-labeled and congenically marked *Il2ra*^*+/+*^ and *Il2ra*^*+/−*^OT-II cells, or *Il2ra*^*+/+*^ and *Il2ra*^*−/−*^ OT-II cells were co-transferred into WT mice that were immunized and treated as in (**a**). Representative flow cytometry plots of CD25 and IL-2 (**b**) and pSTAT5 (**c**) among the donor OT-II cells are shown. **d–j** WT mice were co-transferred with a 1:1 mixture (1 × 10^5^ cells each) of congenically distinct *Il2ra*^*+/+*^ and *Il2ra*^*+/−*^, or *Il2ra*^*+/+*^ and *Il2ra*^*−/−*^ OT-II cells, and treated and immunized with OVA mixed with papain (*n* = 9 for *Il2ra*^+/+^ and *Il2ra*^+/−^ OT-II, *n* = 6 for *Il2ra*^+/+^ and *Il2ra*^-/−^ OT-II), FCA (*n* = 10 for *Il2ra*^+/+^ and *Il2ra*^+/−^ OT-II, *n* = 9 for *Il2ra*^+/+^ and *Il2ra*^−/−^ OT-II), or CpG (*n* = 11 for *Il2ra*^+/+^ and *Il2ra*^+/−^ OT-II, *n* = 5 for *Il2ra*^+/+^ and *Il2ra*^−/−^ OT-II) as indicated (**d**). Flow cytometry plots of CD45.1 and CD45.2 expression by gated CD45.1⁺ OT-II cells (**e**), paired frequencies of indicated OT-II cells among the total OT-II cells within individual host dLNs (**f**), frequencies of indicated OT-II cells that have undergone indicated number of cell divisions (**g**), frequencies of Zombie-Aqua^+^ dead cells among indicated OT-II cells (**h**), paired relative frequencies of IL-4^+^ and IFNγ^+^ cells among the CD44^+^ CFSE^lo^ OT-II cells within individual host dLNs (**i**). In (**j**), frequencies of IL-4^+^ and IFNγ^+^ of *Il2ra*^*+/−*^ or *Il2ra*^*−/−*^ OT-II cells in (**i**) were normalized to the mean frequency of the *Il2ra*^*+/+*^ OT-II counterpart. In (**h–j**), each connecting line indicates OT-II cells of two different genotypes isolated from the same host. Data represent means ± SEM (**f–j**) or show representative flow cytometry plots of at least two independent experiments (**b**, **c**, **e**). Statistical analyses were performed using a two-tailed Student’s *t*-test **(g, j)** or two-tailed paired *t*-test (**f**, **h**, **i**). n.d. not detectable. Source data are provided as a Source Data file.

### CD301b^+^ DC-derived IL-2 is required for the full CD25 upregulation and Th2 differentiation in antigen-specific CD4^+^ T cells

Following TCR ligation, CD25 is induced in antigen-specific CD4^+^ T cells through two consecutive steps: the initial upregulation induced by the TCR signaling and the subsequent TCR-independent amplification of the *Il2ra* transcription by the IL-2-driven, CD25-dependent positive feedback^41,42^. While the activated CD4^+^ T cells themselves are generally considered as the critical source of IL-2 in this feedback loop^42–44^, DCs can also produce IL-2 upon activation in both mice and humans^45–49^, though its role in T cell priming in vivo remains elusive. In mice immunized with OVA plus papain and transferred with OT-II cells (Fig. 4a), we found that CD301b^+^ DCs in the dLN expressed significantly higher levels of IL-2 than those in the non-draining lymph node (ndLN), while the increase was not observed in other DC subsets (Fig. 4b and Supplementary Fig. 4a, b). To examine if CD301b^+^ DC-derived IL-2 plays a critical role in CD25 upregulation and Th2 fate decision in antigen-specific CD4^+^ T cells, we generated mice lacking IL-2 specifically in CD301b^+^ DCs (*Mgl2*^*+/cre*^;*Il2*^*fl/fl*^, CD301b^ΔIL-2^ mice)^50^ (Supplementary Fig. 4c–f) and monitored the activation and differentiation of the donor OT-II cells upon immunization with OVA plus papain (Fig. 4c–k). Notably, blocking IL-2 in WT recipients resulted in reduced CD25 expression in the donor OT-II cells. Likewise, the donor OT-II cells failed to fully upregulate CD25 in CD301b^ΔIL-2^ mice even though nearly all the OT-II cells expressed CD69 (Fig. 4d–f), indicating the specific requirement of CD301b^+^ DC-derived IL-2 for fully upregulating CD25 in antigen-specific CD4^+^ T cells. Furthermore, the differentiation of Th2 cells, monitored using the 4get;OT-II reporter cells, was abolished in the CD301b^∆IL-2^ recipients without affecting the cell cycle progression, expansion, or their differentiation into IFNγ-producing Th1 cells (Fig. 4g–k). In contrast, CD301b^+^ DC-derived IL-2 was dispensable for the differentiation and homeostasis of DCs and Treg cells **(**Supplementary Fig. 4f–h). Taken together, these results demonstrate that CD301b^+^ DC-derived IL-2 is critical for inducing maximal CD25 upregulation and Th2 fate decision by antigen-specific CD4^+^ T cells.

**Fig. 4:**
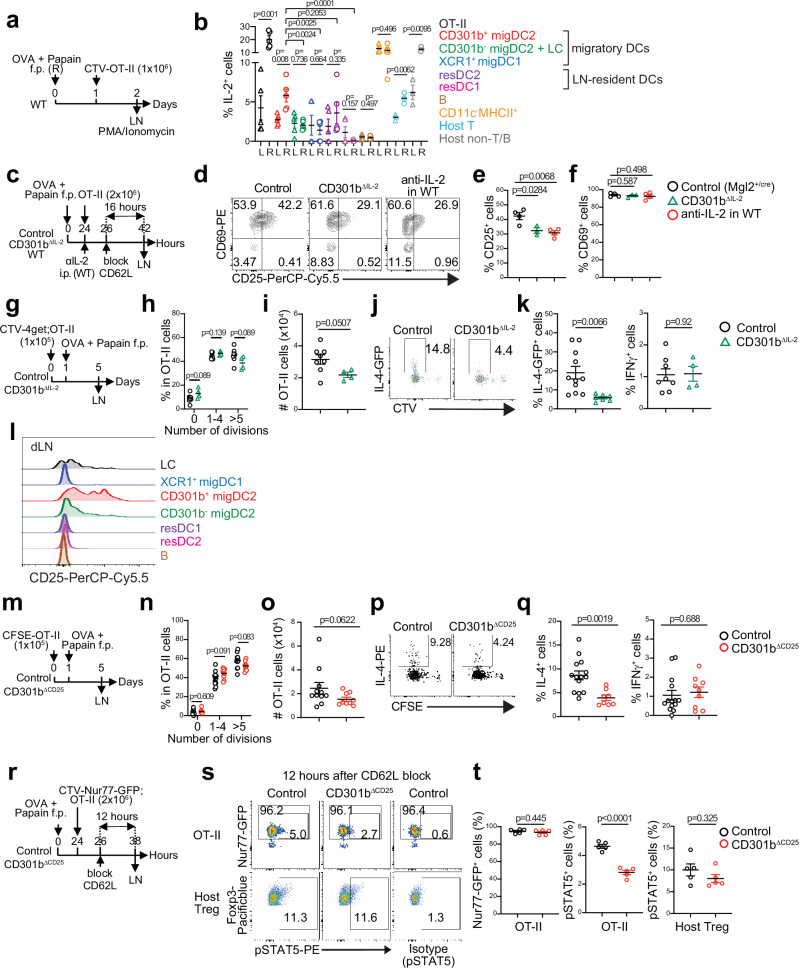
CD301b^+^ DC-derived IL-2 and CD25 are required for the maximal IL-2R signaling and Th2 cell differentiation of antigen-specific CD4^+^ T cells. **a**, **b** WT mice were immunized with OVA plus papain in the right (R) footpad and transferred with Cell Tracer Violet (CTV)-labeled OT-II cells. The dLNs (R) and left (L) ndLNs were harvested and restimulated with PMA and ionomycin (**a**). Frequencies of IL-2-producing cells in each cell type were defined as in Supplementary Fig. 4a and enumerated (**b**). **c–f** Control (*Mgl2*^*+/Cre*^), CD301b^ΔIL-2^, and WT mice were immunized and treated as indicated (**c**). The WT recipients were also treated with anti-IL-2 neutralizing mAb. Representative flow cytometry plots of CD69 and CD25 (**d**), frequencies of CD25^+^ (**e**) and CD69^+^ (**f**) cells among the donor OT-II cells in the dLN are shown. **g–k** Control and CD301b^ΔIL-2^ mice were immunized and treated as in (**g**). The dLNs cells were restimulated with PMA and ionomycin. Frequencies of OT-II cells with the indicated number of cell divisions (**h**), numbers of OT-II cells (**i**), representative flow cytometry plots of IL-4-GFP reporter and CTV dilution (**j**), and frequencies of IL-4-GFP^+^ Th2 and IFNγ^+^ Th1 cells among the donor OT-II cells (**k**) are shown. **l** Representative flow cytometry histograms showing CD25 (IL-2Ra) expression in indicated DC subsets. WT mice were immunized with OVA plus papain in the footpad and the draining popliteal LNs were harvested 24 h after the immunization. **m–q** As in (**g**), but CD301b^ΔCD25^ mice were used as recipients (**m**). Frequencies of OT-II cells with the indicated number of cell divisions (**n**), numbers of OT-II cells (**o**), representative flow cytometry plots of IL-4 and CFSE dilution (**p**), and frequencies of IL-4^+^ Th2 and IFNγ^+^ Th1 cells among the donor OT-II cells (**q**) are shown. **r–t** Control and CD301b^ΔCD25^ mice were immunized and treated as in (**r**). Representative flow cytometry plots of pSTAT5 and Nur77-GFP in OT-II cells or pSTAT5 and Foxp3 among CD25^+^ Foxp3^+^ CD4^+^ Treg cells (**s**), frequencies of Nur77-GFP^+^ or pSTAT5^+^ among OT-II cells, and pSTAT5^+^ among Treg cells (**t**) in the dLN are shown. Data represent means ± SEM of WT (*n* = 5) for (**b**), control (*n* = 4), CD301b^ΔIL-2^ (*n* = 3), and WT treated with anti-IL-2 mAb (*n* = 4) for (**e**, **f**), control (*n* = 8) and CD301b^ΔIL-2^ (*n* = 4) for (**h**, **i**, **k**), control (*n* = 11) and CD301b^ΔCD25^ (*n* = 9) for (**n**, **o**, **q**), control (*n* = 5) and CD301b^ΔCD25^ (*n* = 5) for (**t**) or show representative flow cytometry plots of at least two independent experiments (**d**, **j**, **p**, **s**). Statistical analyses were performed using a two-tailed Student’s *t*-test (**b**, **e**, **f**, **h**, **I**, **k**, **n–q**, **t**). Source data are provided as a Source Data file.

### CD301b^+^ DC-derived CD25 is required for Th2 cell differentiation

The above data suggest that CD301b^+^ DCs provide IL-2 specifically to cognate CD4^+^ T cells, but it remains unclear how the directed action of IL-2 is protected from diffusion, which would lead to rapid consumption of IL-2 by bystander Treg cells rather than by cognate CD4^+^ T cells^39,40,43,44,51^. Previous studies have suggested that the diffusion of IL-2 is limited by the expression of CD25 on non-target cells^48,52–54^. We found that the expression of CD25 was higher in CD301b^+^ DCs than in CD301b^−^ DCs (Fig. 4l and Supplementary Fig. 4i). CD301b^+^ DCs also expressed higher levels of CD132 (IL-2Rγ) than CD301b^−^ DCs except for XCR1^+^ migDC1, but they express little, if any, CD122 (IL-2Rβ) (Supplementary Fig. 4j, k), suggesting that the IL-2R in CD301b^+^ DCs does not efficiently signal, as CD122 is required for the signaling^28^. Indeed, when the total LN cells from naïve WT mice were stimulated ex vivo with IL-2, pSTAT5 was detected in CD4^+^ T cells but not in DCs, while stimulation with GM-CSF, another potent STAT5 activator, induced pSTAT5 in DCs but not in CD4^+^ T cells (Supplementary Fig. 4l), further suggesting that CD25 in CD301b^+^ DCs does not promote IL-2 signaling *in cis*. Importantly, in mice lacking CD25 specifically in CD301b^+^ DCs (*Mgl2*^*+/Cre*^*;Il2ra*^*fl/fl*^, CD301b^ΔCD25^ mice)^55,56^ (Supplementary Fig. 4m, n), differentiation of the donor OT-II cells into Th2 cells was significantly impaired without affecting their expansion or Th1 cell differentiation or the number of each DC subset (Fig. 4m–q, Supplementary Fig. 4o). The lack of CD25 in CD301b^+^ DCs resulted in a reduction of pSTAT5 specifically in the donor OT-II cells but not in the endogenous Treg cells (Fig. 4r–t), suggesting that CD301b^+^ DC-intrinsic CD25 expression facilitates the directed action of IL-2 toward cognate CD4^+^ T cells. Collectively, these results indicate that CD301b^+^ DCs promote Th2 cell differentiation by reinforcing the availability of IL-2 for cognate CD4^+^ T cells by the DC-intrinsic expression of CD25.

### CD40 stimulation induces IL-2 production specifically by CD301b^+^ DCs

To further explore the mechanism for the Th2 cell fate instruction by CD301b^+^ DCs, we performed CITEseq, a single-cell RNA sequencing (scRNAseq) technique with DNA-barcoded mAbs for simultaneously analyzing the expression of mRNA and cell surface markers^57^, on MHCII^hi^ migratory DCs isolated form skin-dLNs of naïve and papain-immunized mice one day after immunization. 

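Data were analysed from 1 library of naive mice and 1 library of mice given 5 µg OVA plus 50 µg papain 1 day earlier, so no value has a replicate, no test between conditions was made, and the 95% intervals given with the values cover counting error only. These were exact Clopper-Pearson intervals for shares of cells and exact Poisson intervals for CPM. According to the methods, the papain library came from popliteal nodes and the naive library from pooled skin-dLNs, whereas the deposited labels of both libraries name popliteal nodes in the protocol and skin-draining nodes as the tissue. A difference between the libraries can therefore be one of lymph node site as well as of immunization. The authors deposited the log2 of CPM plus 1, where CPM are the counts of a gene scaled to 1000000 per cell, for genes listed by symbol in 3471 naive and 7596 papain cells. Within each cell, these values were whole multiples of the value of 1 UMI (100% of the values up to 50 UMIs, within 0.02 UMIs), and the UMIs were recovered from them. Naive cells had a median of 13764 UMIs (range 3637 to 57378) and papain cells a median of 14738 UMIs (range 2682 to 57150). The libraries summed to 53095046 and 122133401 UMIs. For the 12 antibodies, the deposited value was the natural logarithm of 1 plus a ratio, the count plus 1 over its geometric mean across the antibodies of the cell. The median number of antibody counts per cell was 7586 in the naive and 3852 in the papain library. Counts for CD11b and CD24 kept the same ratio to each other in every DC subset, and these antibodies were not read as separate markers. The authors' own class of each cell was used throughout, and 3042 naive and 7306 papain cells with a class were found in both the expression and the antibody data. The other 429 naive and 290 papain cells with expression values had no antibody data and no class, and were left out of every value for a DC subset.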

Unsupervised clustering analysis of the cell surface markers identified 7 distinct clusters composed of 3 major DC subsets, including LC (cluster 4: CD172a^lo^ CD326^hi^ XCR1^−^), cDC1s (cluster 5: CD172a^−^ CD326^int^ XCR1^+^), and cDC2s (clusters 1, 2, 3, 6 and 7: CD172a^hi^ CD326^−^ XCR1^−^) (Fig. 5a). 

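By the authors' classes, cDC2s made up 2749 of the 4433 naive cells with antibody values (62.0%, interval 60.6 to 63.4%), cDC1s 1048 (23.6%, 22.4 to 24.9%) and LCs 636 (14.3%, 13.3 to 15.4%). In papain-immunized mice, cDC2s made up 6726 of 8178 cells (82.2%, 81.4 to 83.1%), cDC1s 289 (3.53%, 3.14 to 3.96%) and LCs 1163 (14.2%, 13.5 to 15.0%). The median antibody value for CD172a over both libraries was 1.83 in cDC2s, 0.876 in LCs and 0.141 in cDC1s. For CD326 the median was 3.40 in LCs, 1.47 in cDC1s and 0.419 in cDC2s, and for XCR1 it was 1.13 in cDC1s, 0.0913 in cDC2s and 0.0554 in LCs. The 12 antibody values were clustered anew (Leiden clustering of a graph of 15 neighbours). The resolution, 0.4, was the lowest that gave 7 clusters, the number the paper reports, so this number was set and not found. Of the 7 clusters, 1 with high XCR1 was cDC1s and 1 with high CD326 was LCs. The other 5 were called cDC2s without a criterion on CD172a. Their median CD172a was between 1.15 and 1.94, against 0.881 in the LC cluster and 0.138 in the cDC1 cluster. By these clusters, cDC2s made up 62.8% of naive and 82.2% of papain cells. The shares moved most when each cell was called from mixtures fitted to XCR1 and CD326 alone, which put 43.1% of naive cells among cDC2s and 37.5% among cDC1s.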

The cDC2s were divided into three subpopulations, CD301b^lo^, CD301b^int^, or CD301b^hi^ DCs, based on CD301b expression levels (Fig. 5b). 

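The highest CD301b antibody value was 0.734 in the authors' CD301b lo class and 1.64 in the CD301b int class. Of the naive cDC2s, 907 were CD301b hi (33.0%, interval 31.2 to 34.8%), 887 CD301b int (32.3%, 30.5 to 34.1%) and 955 CD301b lo (34.7%, 33.0 to 36.6%). Of the papain cDC2s, 3161 were CD301b hi (47.0%, 45.8 to 48.2%), 1976 CD301b int (29.4%, 28.3 to 30.5%) and 1589 CD301b lo (23.6%, 22.6 to 24.7%). The median CD301b value of all cDC2s was 1.16 in the naive and 1.56 in the papain library. The CD301b hi share of papain cDC2s moved most with tertiles set within each library, which give 33.3% by construction. With tertiles over all cDC2s, 23.8% of naive and 37.2% of papain cDC2s were CD301b hi.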

Alternatively, the cDC2s were further divided into five subclusters based on their mRNA expression profile, with the subclusters 2 and 5 mainly composed of naive cDC2s, while subclusters 1, 3, and 4 predominantly derived from cDC2s in immunized mice (Fig. 5a, c). 

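The 8214 cDC2s with expression values, of which 6190 were papain cells, were clustered again on the 2000 most variable genes and 20 principal components. The lowest resolution that gave 5 subclusters, the number the paper reports, was 0.3, so the number of subclusters was set and not found. They were numbered by size, so that their numbers need not be those of Fig. 5a. Papain cells made up 85.1% (interval 84.0 to 86.2%) of the 3979 cells of subcluster 1, 96.2% (95.2 to 97.0%) of the 1878 cells of subcluster 2 and 68.0% (65.0 to 70.9%) of the 999 cells of subcluster 4. Naive cells made up 78.2% of the 1264 cells of subcluster 3 and 56.4% of the 94 cells of subcluster 5. Subcluster 4 took up 15.8% of the naive and 11.0% of the papain cDC2s. Because each condition is a single library, a subcluster mostly from 1 condition can reflect the library as well as the condition. Subclusters with 80% or more of their cells from 1 library held 71.3% (70.3 to 72.3%) of the cDC2s, and this share moved most, to 47.3%, with 4000 variable genes. The share is not adjusted for the larger number of papain cells, so a papain subcluster reaches 80% with less separation than a naive one. Subclusters 1 and 2 were counted, while subcluster 3, with 78.2% naive cells, was not. The share is therefore no measure of how far the libraries separate.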

While the CD301b expression alone did not identify a single cDC2 subcluster in either naive or immunized mice, cells in the cDC2 subcluster 1, 2 and 3 were more enriched in CD301b^int^ and CD301b^hi^ DCs, whereas those in the subcluster 4 and 5 were more abundant in CD301b^lo^ DCs (Fig. 5b, c). 

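No subcluster of the new clustering held a single CD301b class in either library. Among naive cells, the CD301b hi share ranged from 11.3% (interval 4.27 to 23.0%) in subcluster 5 to 50.6% (46.5 to 54.7%) in subcluster 1. Among papain cells, it ranged from 9.28% (7.20 to 11.7%) in subcluster 4 to 53.5% (51.2 to 55.8%) in subcluster 2. CD301b lo cells were the largest class of subcluster 4, with 58.4% (52.8 to 63.9%) of its naive and 76.3% (72.9 to 79.4%) of its papain cells. They also made up 60.4% (46.0 to 73.5%) of the 53 naive cells of subcluster 5, but 17.1% (7.15 to 32.1%) of its 41 papain cells. In subcluster 3, the CD301b lo share was 32.9% (30.0 to 35.9%) of naive and 58.7% (52.6 to 64.6%) of papain cells. In the mRNA clusters that the authors labelled within each library, the CD301b hi share ranged from 8.00 to 53.4% over 7 naive clusters and from 7.45 to 67.2% over 9 papain clusters.

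**Figure D1:**
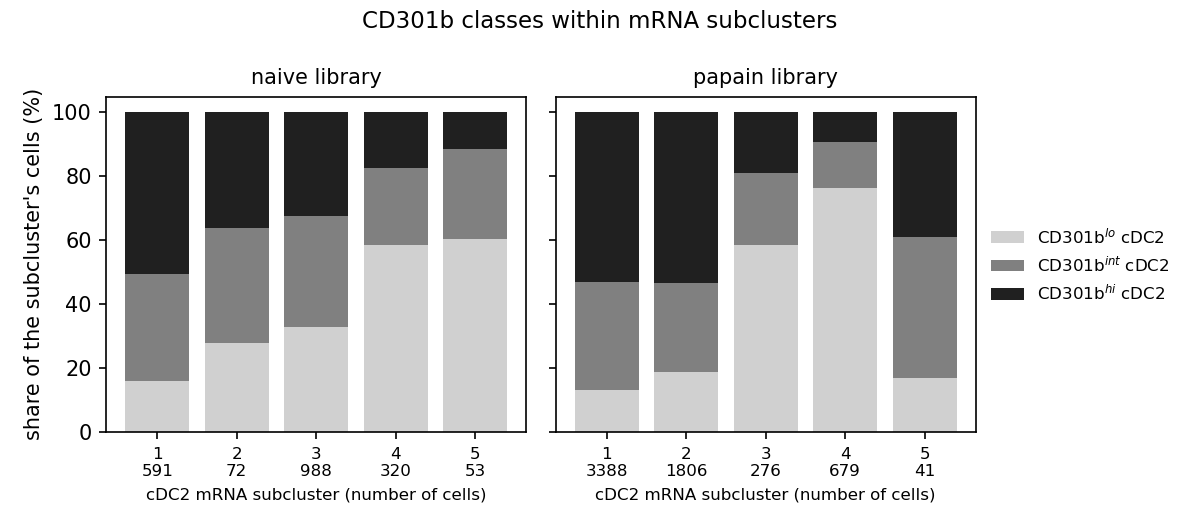
Share of CD301b lo, CD301b int and CD301b hi cells (%, stacked bars) in each cDC2 mRNA subcluster, with the number of cells under each bar. Every bar holds all 3 classes, and the CD301b lo share of subcluster 4 is 58.4% in the naive and 76.3% in the papain library.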

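For *Il2*, at least 1 UMI was found in 42 of 707 naive CD301b hi cDC2s (5.94%, interval 4.31 to 7.95%), 5.92% (4.24 to 8.00%) of 659 CD301b int cDC2s, 4.71% (3.22 to 6.62%) of 658 CD301b lo cDC2s, 5.19% (3.53 to 7.33%) of 578 cDC1s and 2.05% (0.939 to 3.85%) of 440 LCs. In papain-immunized mice, the shares were 7.02% (6.11 to 8.01%) of 2893 CD301b hi cDC2s, 6.62% (5.53 to 7.86%) of 1827 CD301b int cDC2s, 4.898% (3.85 to 6.13%) of 1470 CD301b lo cDC2s, 4.68% (2.36 to 8.22%) of 235 cDC1s and 9.08% (7.27 to 11.2%) of 881 LCs. The median depth of these groups ran from 10768 UMIs in naive LCs to 18290 UMIs in papain LCs, and a deeper cell holds an *Il2* UMI more often. With every cell thinned to 8392 UMIs, which left out between 28 and 264 shallower cells per group, the share was between 2.95 and 3.19% in the naive cDC1s and cDC2 classes and 1.62% (0.521 to 3.69%) in naive LCs. After the same thinning it was between 3.19 and 3.84% in the papain groups. Summed over the cells of a group and scaled to CPM, the *Il2* level was between 3.37 and 3.94 in the naive cDC1s and cDC2 classes, 1.69 (0.774 to 3.21) in naive LCs, and between 4.10 and 4.47 in the papain cDC2 classes and LCs. Papain cDC1s had an *Il2* level of 10.1 CPM (6.86 to 14.3), but 21 of their 31 *Il2* UMIs lay in 1 cell that also held *Cd3e* and *Trac* UMIs. Without the cells holding a *Cd3e* or *Trac* UMI, the level in papain cDC1s was 2.76 (1.19 to 5.44). No order of the cDC subsets within a library is therefore read from the shares. Over all classes, 4.96% (4.22 to 5.80%) of naive cells and 6.67% (6.10 to 7.26%) of papain cells held an *Il2* UMI. In the same cells, at median depths of 13980 and 14945 UMIs, 9 genes of B and T cells that DCs should lack were found in shares from 0.362% (*Il17a*, 0.181 to 0.646%) to 15.5% (*Ighm*, 14.2 to 16.8%) of naive and from 0% (*Il17a*, 0 to 0.0505%) to 6.80% (*Ighm*, 6.24 to 7.40%) of papain cells. Among them, *Cd3d* was found in 4.504% (3.79 to 5.30%) of naive and 1.85% (1.55 to 2.18%) of papain cells. These pooled shares are not 1 level for every DC subset. *Cd79b* was found in 11.1% of naive and 8.16% of papain CD301b lo cDC2s, against 2.40% and 1.11% of CD301b hi cDC2s. All 62 naive *Il17a* UMIs lay in 11 cDC1s. Over all classes, the *Il2* share was above that of 6 of the 9 genes in the naive and of 8 of the 9 in the papain library. The pooled shares alone do not give the source of the *Il2* UMIs. Of the cells without antibody data, 4.20% (2.51 to 6.55%) of naive and 3.10% (1.43 to 5.81%) of papain cells held an *Il2* UMI, at median depths of 9593 and 6966 UMIs and at *Il2* levels of 2.60 and 3.34 CPM. The shares moved most when 2 or more UMIs were asked for, with 8 of 2893 papain CD301b hi cDC2s left (0.277%).

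**Figure D2:**
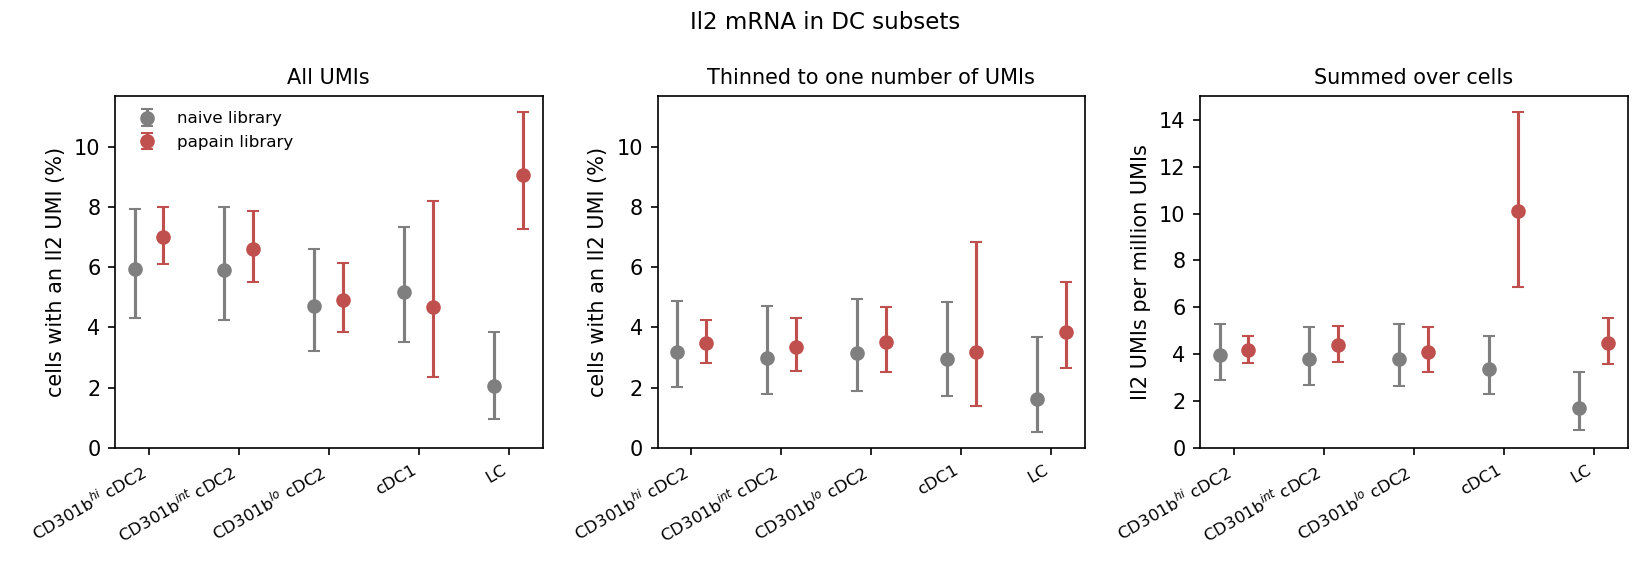
Share of cells with an *Il2* UMI (%, left), the same with every cell thinned to 8392 UMIs (middle) and *Il2* CPM (right) in each DC subset of the naive and papain libraries, with 95% counting intervals. After thinning, the papain groups sit between 3.19 and 3.84%, and the papain cDC1 point at 10.1 CPM contains 1 cell with 21 UMIs.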

Consistent with the intracellular staining data (Supplementary Fig. 4b), *Il2* mRNA was detected in all DC subsets including CD301b^hi^ DCs (Fig. 5d). The Ingenuity Pathway Analysis^58^ of the genes differentially expressed in CD301b^hi^ DCs compared with all other DC subsets in papain-immunized mice identified several pathways including the CD40 pathway, which was enriched in CD301b^hi^ DCs in both naive and papain-immunized mice (Fig. 5e, f). Indeed, CD301b^+^ DCs expressed higher levels of CD40 compared to CD301b^−^ DCs in both dLN and ndLN of papain-immunized mice (Fig. 5g, h). 

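The gene list behind the pathway is not given in the paper's text, and a list of 38 genes of CD40 signalling was fixed for the same comparison. For each gene, the CPM summed over CD301b hi cDC2s were divided by those summed over all other DC classes of the same library, with 1 added to both, and the interval of the ratio came from 1000 Poisson redraws of the UMIs. In the papain library, with 2893 CD301b hi cDC2s against 4413 other DCs, *Cd40* had 844 against 615 CPM, a log2 ratio of 0.46 (interval 0.44 to 0.48). In the naive library, with 707 against 2335 cells, *Cd40* had 529 against 292 CPM, a log2 ratio of 0.85 (0.81 to 0.90). This ratio moved most when CD301b lo cDC2s alone were the comparison, to 0.97 in the papain and 1.36 in the naive library. The other genes printed in Fig. 5f were also higher in CD301b hi cDC2s, with log2 ratios between 0.18 (*Ikbkb*) and 0.75 (*Nfkbid*) in the papain library and between 0.21 (*Ikbkb*) and 0.89 (*Nfkbid*) in the naive library. Over the 38 genes, the median log2 ratio was 0.056 (0.024 to 0.080) in the papain library, where 24 genes were above 0, and 0.13 (0.066 to 0.16) in the naive library, where 25 were above 0. The interval lay above 0 for 18 genes in each library, and below 0 for 9 genes in the papain and 6 genes in the naive library. Among the genes lower in CD301b hi cDC2s, *Map3k1* had a log2 ratio of -0.55 in the papain and -0.24 in the naive library, and *Fos* one of -0.51 and -0.38. Beside 10000 random lists matched on mean expression, the list's median stood at percentile 96.6 in the papain and 98.2 in the naive library, which describes these libraries and is not a test. The list includes the 7 genes printed in Fig. 5f, which the paper shows for this comparison in the same libraries. All 7 lie above 0 here, so they raise the median and the percentile, and leaving them out lowers both by construction. Without them, the median was 0.0052 at percentile 57.6 in the papain library and 0.056 at percentile 82.5 in the naive library. For *Il2* itself, a difference between CD301b hi cDC2s and the other DCs was not detectable at this depth, with log2 ratios of -0.11 (-0.32 to 0.085) in the papain and 0.19 (-0.24 to 0.57) in the naive library. The genes of at least 50 CPM with the highest papain log2 ratio and the same direction in the naive library were *Mucl1* (1.30), *Ehf* (1.13), *Mki67* (1.01), *Csf1* (0.96) and *Spic* (0.95). Those with the lowest were *Asprv1* (-3.03), *Grasp* (-1.83), *Zmynd15* (-0.95), *Ccnd2* (-0.94) and *Tctex1d2* (-0.86). From its pathway analysis of these differences, the paper states that the CD40 pathway was enriched in CD301b hi DCs of naive and papain-immunized mice, and it then turns to the level and the stimulation of CD40 (Fig. 5g–j).

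**Figure D3:**
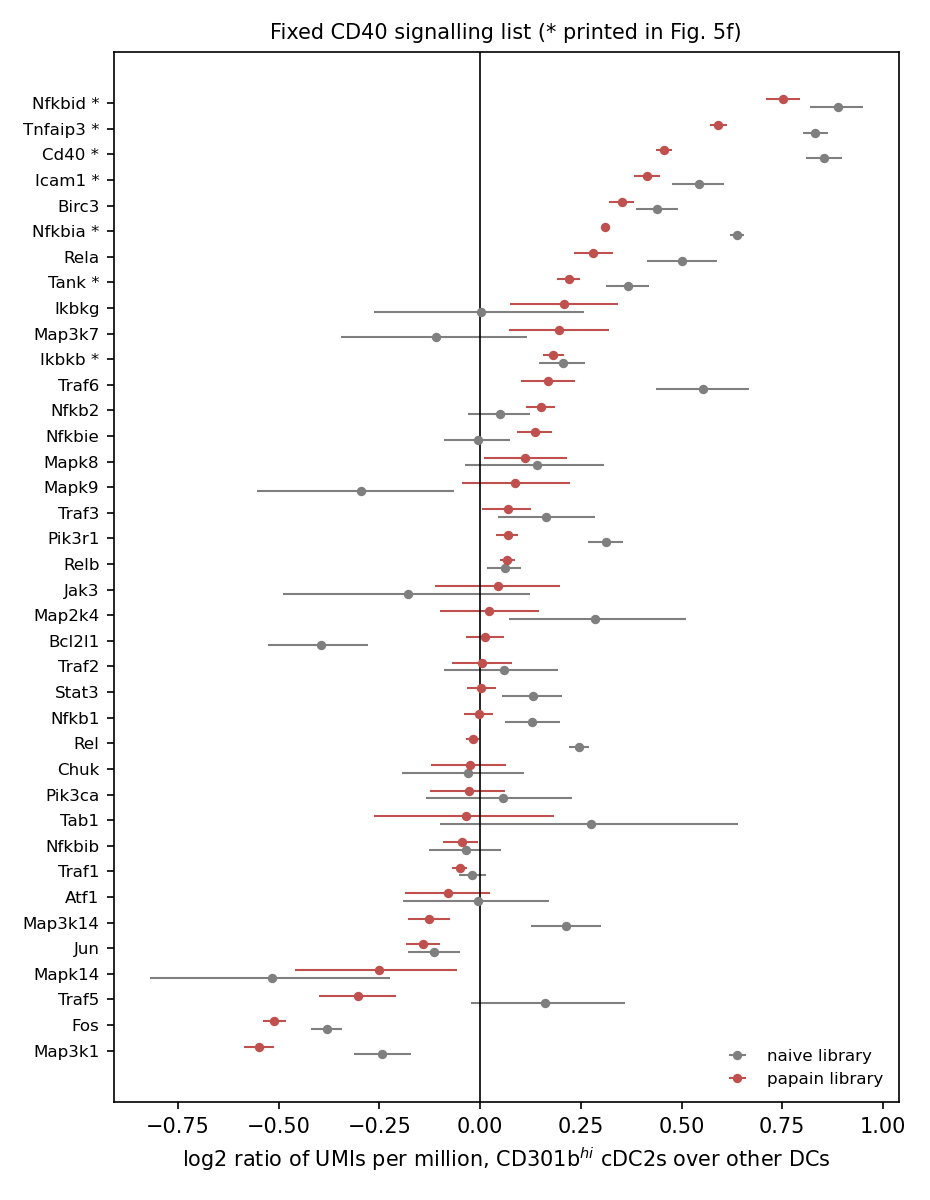
Log2 ratio of CPM in CD301b hi cDC2s over all other DCs for each of the 38 genes of the fixed list, in the naive and the papain library, with 95% counting intervals; an asterisk marks the genes printed in Fig. 5f. Genes lie on both sides of 0, with 24 above 0 in the papain and 25 in the naive library.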

Importantly, stimulation of CD40 by i.p. administration of an agonistic anti-CD40 mAb FGK4.5^59–61^ induced IL-2 production in CD301b^+^ DCs along with CD80, CD86, and CD25 (Fig. 5i, j). Notably, the CD40-induced IL-2 production was specific to CD301b^+^ DCs among DC subsets (Fig. 5i). Thus, CD40 ligation stimulates IL-2 production and upregulation of costimulatory molecules in CD301b^+^ DCs.

**Fig. 5:**
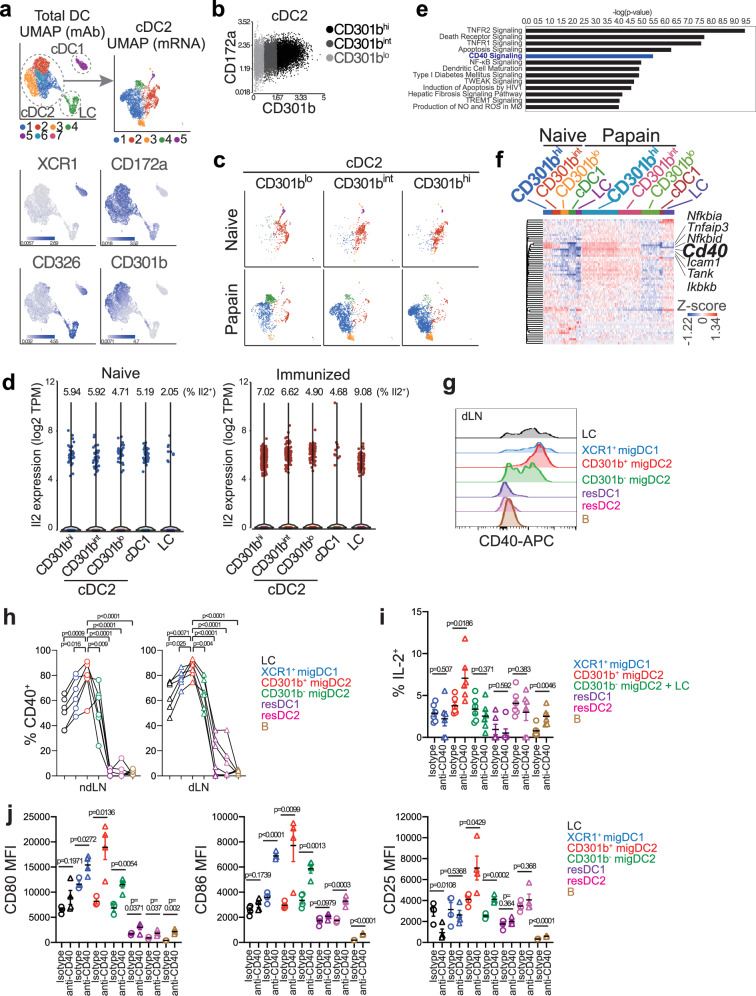
CD40 stimulation induces IL-2 production by CD301b^+^ DCs. **a–f** MHCII^hi^ migratory DCs (including LCs) were sorted from the skin-dLNs of naïve mice and mice immunized with OVA plus papain for one day and labeled with DNA-barcoded mAbs for CD8α, CD11b, CD11c, CD24, CD64, CD103, CD172a, CD301b, CD326, Ly6C, MHCII and XCR1 for CITEseq analysis. Uniform Manifold Approximation and Projection (UMAP) plots for the seven distinct DC clusters separated by the cell surface marker expression (left) and the five cDC2 subclusters identified based on the mRNA expression (right) are shown (**a**). Clusters of cDC1, cDC2, and LCs were identified by the expression of XCR1, CD172a, and CD326, respectively, as indicated. cDC2 cells were divided into three subpopulations based on the cell surface CD301b expression as in (**b**) and projected onto the UMAP plots (**c**). *Il2* mRNA expression in indicated DC subsets in skin-dLNs of naïve and immunized mice is shown in (**d**). The *y*-axis indicates the log2 transcripts per million (TPM) and each dot represents a single cell. Ingenuity Pathway Analysis identified the CD40 pathway as one of the differentially expressed pathways in CD301b^hi^ cDC2s compared with all other DC populations in papain-immunized dLNs (**e**). The heatmap in (**f**) shows the expression of each gene in the CD40 pathway in each sequenced cell. **g**, **h** Expression of CD40 in each DC subset in the dLN and ndLN of WT mice immunized with papain in the footpad for one day. Flow cytometry histograms in the dLN (**g**) and frequencies of CD40^+^ cells among each DC subset (*n* = 6) (**h**) are shown. In (**h**), lines connect values for the same mouse. **i**, **j** WT mice were i.p. injected with anti-CD40 agonistic or isotype control mAbs. Popliteal LNs were harvested 24 h after the injection and stimulated ex vivo with PMA and ionomycin for intracellularly staining IL-2. Alternatively, the cell surface expression of CD80, CD86, and CD25 was examined by flow cytometry. Frequencies of IL-2^+^ cells among indicated subsets (*n* = 6 for isotype and *n* = 6 for anti-CD40 mAb) (**i**) and MFI of CD80 (*n* = 3 for isotype and *n* = 6 for anti-CD40 mAb), CD86 (*n* = 4 for isotype and *n* = 4 for anti-CD40 mAb), and CD25 (*n* = 4 for isotype and *n* = 4 for anti-CD40 mAb) in indicated populations (**j**) are shown. Data represent means ± SEM (**h–j**), or show representative flow cytometry plots of at least two independent experiments (**g**). Statistical analyses were performed using the right-tailed Fisher’s Exact Test with Benjamini-Hochberg multiple-testing correction (**e**), two-tailed paired *t*-test (**h**) or two-tailed Student’s *t*-test (**i–j**). Source data are provided as a Source Data file.

### CD301b^+^ DC-intrinsic CD40 is required for Th2 cell differentiation

Previous studies have shown the requirement of CD40 in Th2 cell differentiation^62,63^, but the underlying mechanism is unknown. Indeed, the 4get;OT-II cells primed with OVA plus papain in CD40-deficient mice expressed significantly lower levels of GFP (reporting *Il4*)^64^ compared to those in WT mice, whereas their expansion, cell division, and differentiation into Th1 cells remained comparable (Supplementary Fig. 5a–c). Moreover, a similar reduction was observed for Th2 cells but not for Th1 cells when the OT-II cells were primed in mixed bone marrow (BM)-chimeric (BMC) mice reconstituted with a 1:1 mixture of MHCII-deficient and CD40-deficient BM cells, in which cells expressing MHCII do not express CD40, while cells expressing CD40 cannot present antigens to CD4^+^ T cells (Fig. 6a–c). Intriguingly, unlike OT-II cells primed in CD40-deficient mice, the cell division and expansion of OT-II cells were also impaired in MHCII^−/−^:CD40^−/−^ BMC mice (Supplementary Fig. 5d, e), suggesting that the partial loss of MHCII-dependent cognate TCR stimulation in the BMC mice had an additional negative impact on priming. These data indicate the requirement of the concurrent CD40 signaling and antigen presentation in the same cells specifically for Th2 fate instruction.

**Fig. 6:**
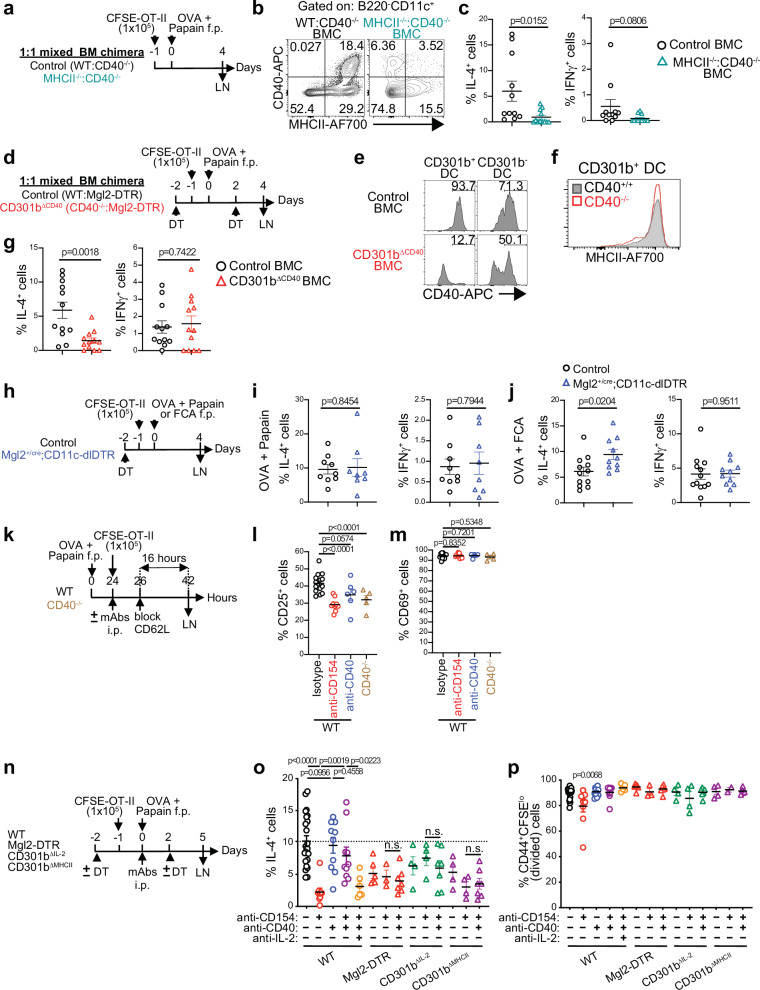
CD301b^+^ DCs instruct Th2 cell fate on CD4^+^ T cells through the DC-intrinsic CD40–IL-2 axis. **a–c** Control (WT;CD40^−/−^) and MHCII^−/−^;CD40^−/−^ mixed BMC mice were transferred with OT-II cells and immunized one day later with OVA plus papain in the footpad. The dLNs were harvested 4 days after the immunization and restimulated ex vivo with PMA and ionomycin (**a**). Representative flow cytometry plots of the expression of MHCII and CD40 in B220^−^ CD11c^+^ cells (**b**) and frequencies of IL-4^+^ and IFNγ^+^ cells among the donor OT-II cells in the dLN (**c**) are shown. **d–g** As in (**a**), but control and CD301b^ΔCD40^ mixed BMC mice were used as recipients (**d**). The mice were treated with DT on days −2 and +2. Representative flow cytometry histograms of CD40 in CD301b^+^ and CD301b^−^ DCs of control and CD301b^ΔCD40^ mice (**e**), MHCII expression in CD301b^+^ DCs of LNs from WT and CD40^−/−^ mice **(f)**, frequencies of IL-4^+^ and IFNγ^+^ cells among the donor OT-II cells in the dLN (**g**) are shown. **h–j** DT-treated control (*Mgl2*^*+/cre*^) and Mgl2^+/cre^;CD11c-dlDTR mice were transferred with OT-II cells and immunized one day later with OVA plus papain or OVA plus FCA in the footpad on Day 0. The dLNs were harvested on day 4 and restimulated ex vivo with PMA and ionomycin (**h**). Frequencies of IL-4^+^ and IFNγ^+^ cells among the donor OT-II cells in the dLN of mice immunized with OVA plus papain (**i**) and with OVA plus FCA (**j**) are shown. **k–m** OT-II cells were transferred into WT or CD40^−/−^ mice 24 h after immunization with OVA plus papain in the footpad. WT mice were i.p. injected with indicated mAbs at the time of OT-II transfer. Two hours later, further homing of lymphocytes to LNs was blocked by injecting anti-CD62L mAb. The dLNs were harvested 16 h after the CD62L blockade (**k**). Frequencies of CD25^+^ (**l**) and CD69^+^ (**m**) cells among the donor OT-II cells in the dLN are shown. **n–p** WT, Mgl2-DTR, CD301b^ΔIL-2^, and CD301b^ΔMHCII^ mice were transferred with OT-II cells and immunized one day later with OVA plus papain in the footpad and simultaneously injected i.p. with indicated mAbs. Mgl2-DTR mice were treated with DT on days −2 and +2. The dLNs were harvested 5 days after the immunization and restimulated ex vivo with PMA and ionomycin (**n**). Frequencies of IL-4^+^ cells (**o**) and CFSE^lo^ CD44^+^ cells (**p**) among the donor OT-II cells are shown. Data represent means ± SEM of control (*n* = 11) and MHCII^−/−^;CD40^−/−^ mixed BMC (*n* = 12) for (**c**), control (*n* = 12) and CD301b^ΔCD40^ mixed BMC (*n* = 12) for (**g**), control (n = 9) and Mgl2^+/cre^;CD11c-dlDTR (*n* = 8) for (**i**), control (*n* = 12) and Mgl2^+/cre^;CD11c-dlDTR (*n* = 10) for (**j**), WT treated with isotype (*n* = 14), anti-CD154 (*n* = 9), or anti-CD40 (*n* = 6) mAbs, and CD40^−/−^ mice (*n* = 5) for (**l**, **m**), and 3 to 22 mice per each group for (**o**, **p**), or show representative flow cytometry plots of at least two independent experiments (**b**, **e**, **f**). Statistical analyses were performed using a two-tailed Student’s *t*-test (**c**, **g**, **i**, **j**, **l**, **m**, **o**, **p**). Source data are provided as a Source Data file.

We next reconstituted lethally irradiated WT mice with a 1:1 mixture of CD40^−/−^ and Mgl2-DTR BM cells (Fig. 6d). In the resulting mice (CD301b^ΔCD40^ BMC), only CD40^−/−^ cells remained intact in the CD301b^+^ compartment upon DT injection, while all CD301b^−^ compartments maintained the 1:1 chimerism (Fig. 6e). Although the MHCII expression in CD40^−/−^ CD301b^+^ DCs was comparable to that in WT CD301b^+^ DCs (Fig. 6f), the OT-II cells primed with OVA plus papain in the CD301b^ΔCD40^ BMC mice had significantly reduced Th2 cells but not Th1 cells (Fig. 6g). Similarly to the MHCII^−/−^:CD40^−/−^ BMC mice (Supplementary Fig. 5d, e), there was a slight but significant reduction in the cell division and expansion of OT-II cells in the CD301b^ΔCD40^ BMC mice (Supplementary Fig. 5f, g), suggesting that the loss of 50% of CD301b^+^ DCs in these mice partially attenuated the priming itself. Collectively, these data indicate that CD301b^+^ DC-intrinsic CD40 is required for Th2 cell fate instruction.

### CD301b^+^ DCs are a sufficient DC subset for Th2 cell fate instruction

The data thus far indicate that direct antigen presentation, CD40 expression, and IL-2 production by CD301b^+^ DCs are all *required* for Th2 cell fate instruction. We previously showed that adoptively transferring CD301b^+^ DCs sorted from papain-immunized mice and pulsed ex vivo with an antigen is not sufficient to induce Th2 cell differentiation in naïve recipients^13^. This may reflect the involvement of multiple DC subsets for Th cell differentiation as suggested by others^65,66^ or may be due to the requirement of cells outside of the DC compartment that were not fully recapitulated in the recipients as the recipients had never been directly exposed to the adjuvant in such experiments. To address if CD301b^+^ DCs are *sufficient* and no other DC subsets are required for Th2 cell fate instruction, we took advantage of mice expressing a Cre-removable DTR cassette in CD11c^+^ cells (CD11c-dlDTR) crossed with the Mgl2-Cre strain (Mgl2-Cre;CD11c-dlDTR mice), in which CD301b^+^ DCs are protected from DT-induced depletion while CD301b^−^ DCs are susceptible to DT^20^. Although the number of CD301b^+^ cells in these mice is underestimated due to the loss of CD301b protein expression from the *Mgl2*^*cre*^ allele^20^, the use of the inducible tdTomato reporter concurrently with these mice (Mgl2-Cre;CD11c-dlDTR;R26^LSL-iTom^) confirmed subset-specific protection of Cre-expressing *Mgl2* (CD301b)^+^ DCs from DT-induced depletion in the skin-dLNs (Supplementary Fig. 5h–m). In line with the tdTomato expression pattern in the *Mgl2*^*+/Cre*^;*R26*^*LSL-iTom*^ mice (Supplementary Fig 1a, b), the majority of the protected DCs expressed PD-L2, a marker known to be correlated with CD301b expression in CD172a^+^ cDC2s^12,19^, whereas all other DCs, including PD-L2^−^ migDC2s, LCs, XCR1^+^ migDC1s, and LN-resident DCs were effectively depleted (Supplementary Fig. 5i–m). Importantly, OT-II cells primed in the Mgl2-Cre;CD11c-dlDTR mice differentiated normally into Th1 and Th2 cells under both Th2 (papain) and non-Th2 (FCA) immunization conditions (Fig. 6h–j), though modest reduction in their expansion was observed in both conditions (Supplementary Fig. 5n–q). These results indicate that, while DCs other than CD301b^+^ DC subset may be required for the maximal OT-II cell expansion, CD301b^+^ DCs are both required and sufficient for Th2 cell fate instruction in these immunization conditions.

### CD301b^+^ DCs instruct Th2 cell fate on CD4^+^ T cells through the DC-intrinsic CD40–IL-2 axis

To further elucidate if the sufficiency of CD301b^+^ DCs for Th2 cell fate instruction is based on their cell-intrinsic CD40–IL-2 axis, we next utilized anti-CD154 (CD40L) blocking mAb (MR-1) or anti-CD40 (FGK4.5) agonistic mAb, both of which serve to inhibit physical interaction between CD40 and CD154^60,61,67,68^. Blockade of CD154 in WT mice or genetic deficiency of CD40, but not stimulation of CD40, resulted in impaired upregulation of CD25 without affecting the CD69 expression in OT-II cells primed with OVA plus papain (Fig. 6k–m). Accordingly, the blockade of CD154 blunted Th2 cell differentiation of the donor OT-II cells in WT mice, whereas stimulation of CD40 restored Th2 cell differentiation even when CD154 was blocked, indicating that CD40 stimulation is sufficient to drive Th2 cell differentiation even in the absence of CD154 signaling in CD4^+^ T cells (Fig. 6n, o). However, the CD40 stimulation failed to restore Th2 cell differentiation when IL-2 was additionally neutralized, suggesting that IL-2 is responsible for the Th2 fate instruction downstream of CD40 stimulation (Fig. 6o). Furthermore, the CD40 stimulation did not restore Th2 cell differentiation of the donor OT-II cells in CD301b^+^ DC-depleted mice, CD301b^∆IL-2^ mice, or in CD301b^ΔMHCII^ mice (Fig. 6o), indicating that the CD40 stimulation induces Th2 cell differentiation by inducing IL-2 production from the CD301b^+^ DCs that are in cognate interaction with CD4^+^ T cells. We observed no major impact on proliferation of the donor OT-II cells in any of the conditions (Fig. 6p). Notably, the CD40 stimulation significantly increased the frequencies of IFNγ^+^ Th1 OT-II cells in WT mice (Supplementary Fig. 5r). Unlike CD40-induced Th2 cell differentiation, a trend for an increase in Th1 differentiation, though statistically insignificant, was also observed in CD301b^+^ DC-depleted, CD301b^ΔIL-2^, or in CD301b^ΔMHCII^ mice upon stimulation of CD40, suggesting that the stimulation of CD40 in CD301b^−^ antigen-presenting cells can promote Th1 cell differentiation. Collectively, these data indicate that MHCII- and CD40-dependent interaction between CD301b^+^ DCs and antigen-specific CD4^+^ T cells and the resultant production of IL-2 from CD301b^+^ DCs play a decisive role in Th2 cell fate instruction.

### CD301b^+^ DC-intrinsic CD40–IL-2 axis skews CD4^+^ T cells toward non-Tfh effector fate

We have shown previously that the depletion of CD301b^+^ DCs in the Mgl2-DTR mice results in the expansion of Tfh cells in addition to impaired Th2 cell differentiation^19^. This Tfh expansion is due at least partially to the loss of PD-L1-dependent suppression of Tfh cells by CD301b^+^ DCs^19^, but it remains unclear if CD301b^+^ DCs suppress the initial fate decision of antigen-specific CD4^+^ T cells into Tfh cells. During CD4^+^ T cell priming, Tfh cells downregulate PSGL1 prior to upregulating CXCR5^69^. Unlike CD301b^+^ DC-depleted Mgl2-DTR mice^19^, there was no significant increase in mature CXCR5^+^ PD-1^+^ Tfh cells within both OT-II and endogenous CD4^+^ T cell compartments in CD301b^∆MHCII^ mice immunized with OVA plus papain (Fig. 7a, b), suggesting that the expansion of mature CXCR5^+^ PD-1^+^ Tfh cells in CD301b^+^ DC-depleted mice is mainly driven by the loss of antigen-independent suppression mechanism such as PD-L1-mediated suppression of Tfh cells^19^. However, the PSGL1^lo^ PD-1^+^ ‘immature’ Tfh fraction was significantly increased in both OT-II and endogenous CD4^+^ T cells in CD301b^∆MHCII^ mice, suggesting that more CD4^+^ T cells are poised to the Tfh cell fate in those mice (Fig. 7c, d).

**Fig. 7:**
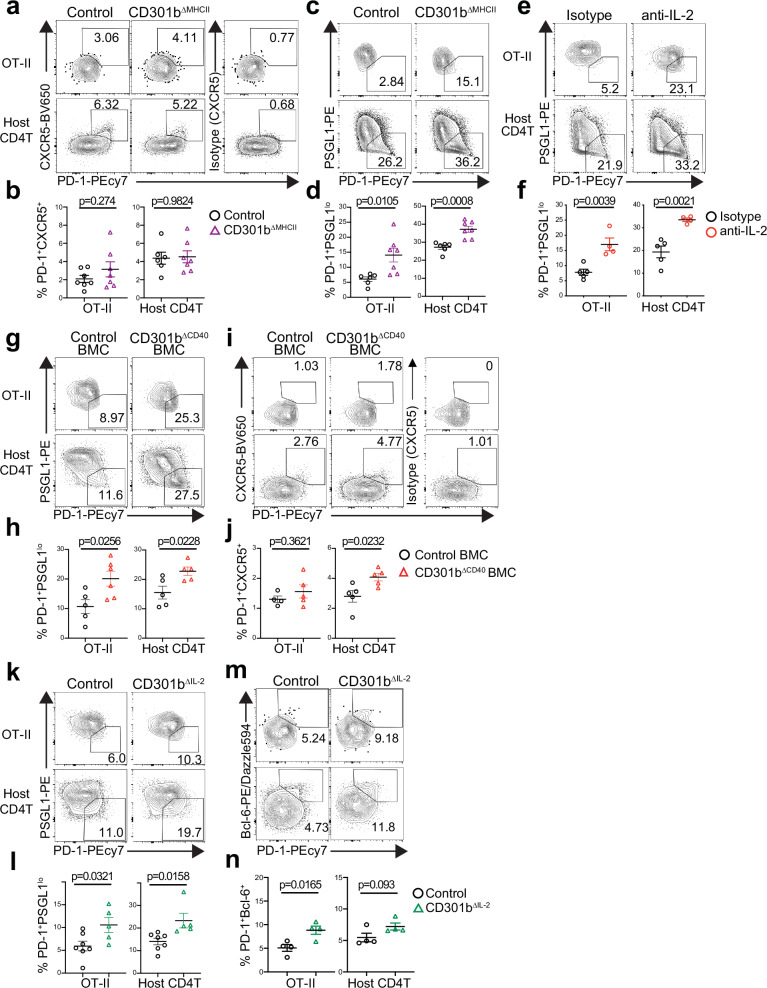
CD301b^+^ DC-intrinsic CD40–IL-2 axis skews CD4^+^ T cells toward non-Tfh effector fate. CD301b^ΔMHCII^ (**a-d**), WT (**e**, **f**), CD301b^ΔCD40^ BMC (**g–j**), CD301b^ΔIL-2^ (**k–n**), and respective control mice were transferred with 1 × 10^5^ OT-II cells and immunized one day later with OVA plus papain in the footpad. In (**e**, **f**), WT mice were i.p. injected with anti-IL-2 neutralizing mAb S4B6-1 or isotype control at the time of OT-II cell transfer. The dLNs were harvested on day 7 (CD301b^ΔMHCII^, WT, and CD301b^ΔCD40^) or day 5 (CD301b^ΔIL-2^) after the immunization. Flow cytometry plots of PD-1 and CXCR5 (**a** and **i**), PD-1 and PSGL1 (**c**, **e**, **g**, **k**), or PD-1 and Bcl-6 (**k** and **m**) and frequencies of CXCR5^+^ PD-1^+^ cells (**b, j**), PSGL1^lo^ PD-1^+^ cells (**d**, **f**, **h**, **l**) or PD-1^+^Bcl-6^+^ cells (**l** and **n**) among the donor CD44^+^ OT-II cells or host CD44^+^ CD4^+^ T cells are shown. Data represent means ± SEM of control (*n* = 6) and CD301b^ΔMHCII^ (*n* = 7) for (**b**, **d**), WT mice treated with Isotype (*n* = 5) or anti-IL-2 mAb (*n* = 4) for (**f**), control (*n* = 5) and CD301b^ΔCD40^ BMC (*n* = 5) for (**h**, **j**), control (*n* = 7) and CD301b^ΔIL-2^ (*n* = 5) for (**l**), control (*n* = 4) and CD301b^ΔIL-2^ (*n* = 4) for (**n**), or show representative flow cytometry plots of at least two independent experiments (**a**, **c**, **e**, **g**, **i**, **k**, **m**). Statistical analyses were performed using a two-tailed Student’s *t*-test (**b**, **d**, **f**, **h**, **j**, **l**, **n**). Source data are provided as a Source Data file.

CD4^+^ T cell-intrinsic IL-2R signaling suppresses Tfh cell differentiation while favoring the differentiation of non-Tfh effector Th cells^70–73^, but the role of T cell-extrinsic source of IL-2 in this bifurcation is unknown. In WT mice transferred with OT-II cells, the blockade of IL-2 by anti-IL-2 mAb resulted in a significant increase in the differentiation of PSGL1^lo^ PD-1^+^ CD4^+^ T cells upon immunization with OVA plus papain (Fig. 7e, f). Notably, the differentiation of the PSGL1^lo^ PD-1^+^ CD4^+^ T cells was also increased in OT-II cells primed in CD301b^ΔCD40^ BMC mice and CD301b^∆IL-2^ mice compared with those primed in respective control mice, which was also observed in their endogenous CD4^+^ T cells (Fig. 7g–l). Interestingly, unlike in CD301b^ΔMHCII^ mice (Fig. 7a, b), the endogenous, but not OT-II, CXCR5^+^ PD-1^+^ mature Tfh cells were also increased in the CD301b^ΔCD40^ BMC mice compared with the WT:Mgl2-DTR mixed BMC control mice (Fig. 7i, j), suggesting that the depletion of 50% of CD301b^+^ DCs in the CD301b^ΔCD40^ BMC mice, in combination with the lack of CD40 in the remaining CD301b^+^ DCs, had more pronounced impact on Tfh cell suppression than the CD301b^+^ DC-specific MHCII deficiency alone. Lastly, along with the downregulation of PSGL1, the expression of Bcl-6, the master regulator of Tfh cell differentiation^74^, was also increased in the PD-1^+^ fraction in OT-II cells and showed a trend for an increase in endogenous CD4^+^ T cells in CD301b^ΔIL-2^ mice (Fig. 7k–n), further suggesting that more CD4^+^ T cells are poised for Tfh differentiation in these mice. Thus, in addition to driving the differentiation toward Th2 cell fate, these data indicate that the CD301b^+^ DC-intrinsic CD40–IL-2 axis also limits the commitment to Tfh cell fate and promotes non-Tfh effector Th cell fate. Taken together, these results demonstrate the role of CD301b^+^ DC-derived IL-2 in priming and effector fate bifurcation of CD4^+^ T cells (Fig. 8).

**Fig. 8:**
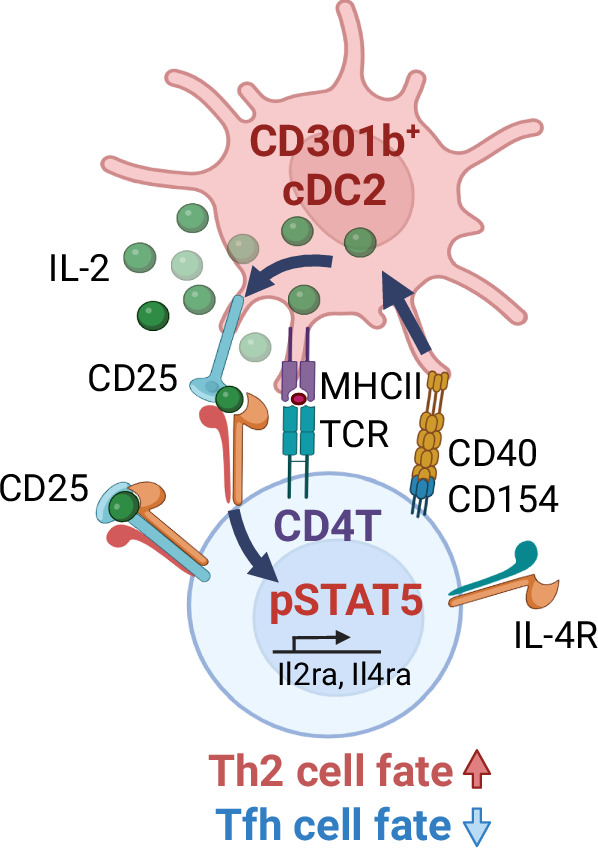
Model for Th cell fate instruction by CD301b^+^ DCs. Upon cognate interaction with antigen-specific CD4^+^ T cells, CD40 ligation in CD301b^+^ DCs enhances DC-intrinsic IL-2 production, which is required for the maximal CD25 expression on the cognate CD4^+^ T cells. The maximal IL-2R signaling in CD4^+^ T cells is specifically required for the Th2 fate decision and for skewing them away from the Tfh fate. Furthermore, CD301b^+^ DC-intrinsic CD25 facilitates the directed action of IL-2 toward the cognate CD4^+^ T cells. Image created with Biorender.com. (https://BioRender.com/x45b170).

## Discussion

Th2 cells play a fundamental role in type 2 adaptive immunity such as host protection against helminth parasites and pathogenesis of allergic diseases. The transcription factor GATA-3 has long been known as the cell-intrinsic master regulator for the Th2 cell identity, but the mechanism of how the Th2 cell fate is instructed by exogenous cues in vivo remains unclear. Although IL-4 is commonly used to induce Th2 cell differentiation in cultured CD4^+^ T cells, there is no clear evidence that DCs produce IL-4 to instruct the Th2 cell fate^75^, and the expression of IL-4 receptor in CD4^+^ T cells is not strictly required for their Th2 fate decision in vivo^76^. The present study reveals that the DC-intrinsic CD40–IL-2 axis in CD301b^+^ DCs plays a crucial role in Th2 cell fate instruction by quantitatively regulating the IL-2R signaling in CD4^+^ T cells. Upon encountering antigen-specific naive CD4^+^ T cells, CD301b^+^ DCs not only present the antigen to stimulate the TCR for timely activation but also provide IL-2 to T cells upon CD40 ligation to induce full upregulation of CD25, which is required specifically for Th2 cell differentiation, as Th2 cells rely on the IL-2R signaling for their differentiation more stringently than Th1 cells. Furthermore, the CD301b^+^ DC-derived IL-2 also limits the differentiation into Tfh cells, favoring the commitment to non-Tfh effector Th cells altogether. These data demonstrate that CD301b^+^ DC-derived IL-2 plays a decisive role in Th cell fate instruction and highlight the importance of DC-dependent quantitative control of IL-2R signaling in CD4^+^ T cells for the commitment to Th2 cell fate.

Originally identified as the T cell growth factor secreted by activated T cells themselves^77,78^, IL-2 plays a multifaceted role in the proliferation, differentiation, and survival of CD4^+^ T cells. Although recombinant IL-2 is often added as a cell culture supplement to activated CD4^+^ T cells to maintain the survival of ‘Th0’ cells without skewing them toward the Th1 or Th2 status, previous studies have shown that CD4^+^ T cell-intrinsic production and sensing of IL-2 inhibits the differentiation of Th17 and Tfh cells^70–72,79,80^, while it is required for the differentiation of Th1 and Th2 cells^30,31,72,81–84^. In Th2 cell differentiation, STAT5, the main signaling component of the IL-2R, has been shown to directly bind to the *Il4*, *Il4ra*, and *Gata3* loci and promote their expression^30,83,84^, leading to the activation of the IL-4–IL-4Rα–STAT6 positive feedback loop to accelerate the differentiation of Th2 cells and dictate their identity^85,86^. Accordingly, we have shown previously that CD301b^+^ DCs are required for the upregulation of IL-4Rα in antigen-specific CD4^+^ T cells during the priming^20^. However, STAT5 also promotes the expression of Th1-associated genes such as *Il12rb*, *Tbx21*, and *Ifng* in the context of Th1 cell differentiation^31,87^. Our data indicate that, while both Th1 and Th2 cell differentiation ultimately requires CD25 expression as shown in previous studies^29,72,88,89^, Th2 cell differentiation is more sensitive to a partial loss of CD25. These observations suggest that quantitative differences in the IL-2R signaling during CD4^+^ T cell priming lead to qualitative differences in Th cell fate decision.

In line with the Th cell fate regulation by quantitative control of IL-2R signaling, the availability of IL-2 is tightly regulated in the LN microenvironment. Studies have shown that IL-2 produced by antigen-specific CD4^+^ T cells is rapidly quenched by Treg cells and/or DCs to prevent aberrant activation of self-reactive clones and to promote Tfh cell differentiation^39,40,43,44,51,53^. However, since the IL-2 in CD4^+^ T cells functions predominantly in a paracrine manner^73^, it is unclear how the IL-2R signaling overshoots the threshold in rare antigen-specific CD4^+^ T cells immediately after priming. Our data indicate that CD301b^+^ DCs are a critical source of IL-2 early after CD4^+^ T cell priming, especially when CD4^+^ T cells require the maximal IL-2R signaling for Th2 cell differentiation. This directed action of IL-2 is facilitated by the expression of CD25 by CD301b^+^ DCs. These data suggest that IL-2 may be directly trans-presented to cognate CD4^+^ T cells through the membrane-bound CD25 as previously suggested in other contexts^48,54^, though the precise mechanism needs further investigation. Importantly, IL-2 production in CD301b^+^ DCs is induced by CD40, which needs to have coincided with MHCII-dependent cognate interaction for the Th2 cell fate instruction. Thus, CD301b^+^ DCs appear to ‘kick-start’ the IL-2R signaling in CD4^+^ T cells by directly handing IL-2 over to the cognate clones, thereby minimizing the IL-2 quenching effect by surrounding Treg cells. Interestingly, previous studies have shown the production of IL-2 by DCs at the interface between DCs and CD4^+^ T cells in vitro^46,48^, suggesting that direct IL-2 delivery by CD301b^+^ DCs to CD4^+^ T cells through the immunological synapse ensures timely and confined consumption of IL-2 by the cognate clones.

While our data in CD301b^+^ DC-enriched Mgl2-cre;CD11c-dlDTR mice suggest that CD301b^+^ DCs are sufficient for inducing Th2 cell differentiation, the relatively normal Th1 cell differentiation in those mice, despite modestly impaired expansion, also indicates that the cognate interaction with CD301b^+^ DCs alone does not constrain the fate of CD4^+^ T cells to the Th2 status. Further, CD301b^+^ DCs are required for the maximal IL-2R signaling even under non-Th2 immunization conditions with FCA or CpG, but, unlike Th2 cell differentiation, it seems to be dispensable for the commitment to Th1 cell fate. Notably, in CD4^+^ T cells stimulated with cognate peptides in vitro, the dose of the peptide has been shown to correlate with the Th1-to-Th2 ratio while inversely correlating with STAT5 activation due to inhibition of STAT5 by ERK, a signal downstream of the TCR, implicating that Th1 cells only require a lower amount of activated STAT5 for their differentiation while Th2 cell differentiation requires more potent STAT5 activation^30^. Moreover, a recent study found that IL-6 induced by antigen-independent inflammation dampens Th2 and promotes Th17 cell differentiation by prematurely down-regulating CD25 expression in activated CD4^+^ T cells^90^. Thus, the non-Th2 fate appears to be associated with excess TCR signaling and/or inflammation that results in reduced IL-2R signaling. We reported recently that CD301b^+^ DCs in the LNs are located in closer proximity to high endothelial venules and have earlier access to incoming naive CD4^+^ T cells than LCs and cDC1s, which makes them critical for timely priming of antigen-specific CD4^+^ T cells^20^. Given that LCs and cDC1s encounter CD4^+^ T cells in a delayed timing from CD301b^+^ DCs but are often required for non-Th2 Th cell differentiation^3,4,91,92^, under non-Th2 immunization conditions, the Th2-biased status imprinted early after priming by CD301b^+^ DCs may be overridden by the non-Th2 fate through the subsequent interaction with other DCs, as we recently discussed elsewhere^93^. The nature of such staggered interaction with multiple DC subsets and the role of CD301b^+^ DCs in these conditions need further investigation, as the non-Th2 fate instruction cues may be delivered through antigen-independent interactions^90,91^.

Taken together, our data demonstrate that CD301b^+^ DC-intrinsic CD40–IL-2 axis drives Th2 cell fate instruction by quantitatively regulating the IL-2R signaling in antigen-specific CD4^+^ T cells. While the use of a simplistic immunization approach in this study allows precise analysis of the T cell priming kinetics, the mechanism for disease-associated Th2 cell differentiation may need to be further examined in a more complex setting such as allergies and helminth infection, as such condition can potentially induce *Il4ra* even in naïve CD4^+^ T cells in an antigen-nonspecific manner^94^. Thus, whether the excess amount of type 2 cytokines released from innate immune cells under these conditions overrides the requirement of DC-derived IL-2 at the time of priming needs to be addressed in future studies.

## Methods

### Mice

Mgl2-DTR (RRID:IMSR_JAX:023822) and Mgl2-Cre (RRID:IMSR_JAX:037286) mice were a gift from Akiko Iwasaki (Yale University). *Il2* ^*flox/flox*^ mice^50^ were provided by Weizhou Zhang (University of Florida). OT-II mice on the IL-4-GFP background (4get;OT-II) were a gift from Jason Weinstein (Rutgers New Jersey Medical School). Generation of Mgl2-DTR (*Mgl2*^*+/DTR-EGFP*^)^13^, Mgl2-Cre and CD11c-dlDTR mice^20^ were previously described and maintained in our colony. C57BL/6N (B6, Strain Code:027) and congenic CD45.1 (B6.SJL-*Ptprc*^*a*^*Pepc*^*b*^/BoyCrCrl, Strain Code:564) mice on B6 background were purchased from Charles River Laboratory and propagated in our colony. *H2-Ab1* (MHCII) ^flox/flox^ (B6.129×1-*H2-Ab1*^*b-tmKoni*^/J, RRID:IMSR_JAX:013181), *Il2ra*^*flox/flox*^ (B6(129S4)-*Il2ra*^*tm1c(EUCOMM)Wts*i^/TrmaJ, RRID:IMSR_JAX:033093), CD40^−/−^ (B6.129P2-*Cd40*^*tm1Kik*^/J, RRID:IMSR_JAX:002928), MHCII^−/−^ (B6.129S2-*H2*^*dlAb1-Ea*^/J, RRID:IMSR_JAX:003584), OT-II (B6.Cg-Tg(TcraTcrb)425Cbn/J, RRID:IMSR_JAX:004194), CD207-DTR (B6.129S2-*Cd207*^*tm3.1(HBEGF/EGFP)Ma*l/^J, RRID:IMSR_JAX:016940), *Rag1*^*−/−*^ (B6.129S7-*Rag1*^*tm1Mom*^/J, RRID:IMSR_JAX:002216), Il2ra^−/−^ (B6;129S4-*Il2ra*^*tm1Dw*^/J, RRID:IMSR_JAX:002462), Rosa26 loxP-stop-loxP (LSL)-tdTomato (Ai14, R26^LSL-iTom^) reporter (B6.Cg-*Gt(ROSA)26Sor*^*tm14(CAG-tdTomato)Hze*^/J, RRID:IMSR_JAX:007914), and Nur77-GFP reporter (C57BL/6-Tg(Nr4a1-EGFP/cre)820Khog/J, RRID:IMSR_JAX:016617) mice were obtained from the Jackson Laboratory (Bar Harbor, ME) and maintained in-house.

*Mgl2*^*cre/cre*^ mice were crossed with *H2-Ab1*^flox/flox^, *Il2*^*flox/flox*^, and Il2ra^flox/flox^ mice to generate *Mgl2*^*+/cre*^;*H2-Ab1*^flox/flox^ (CD301b^ΔMHCII^), *Mgl2*^*+/cre*^;*Il2ra*^*flox/flox*^ (CD301b^ΔIL-2^), and *Mgl2*^*+/cre*^;Il2ra^flox/flox^ (CD301b^ΔCD25^) mice, respectively. The leaky expression of Cre in the *Mgl2*^*+/cre*^ mice was monitored by flow-cytometry or by qPCR and those with global deletion of MHCII, CD25, or IL-2 were excluded from the analysis as previously described^20^. *Mgl2*^*cre/cre*^ mice were also crossed with R26^LSL-iTom^ reporter to generate *Mgl2*^*+/Cre*^*;R26*^*+/LSL-iTom*^ mice and used for evaluating the Mgl2-Cre expression. CD11c (*Itgax*)-dlDTR mice were crossed with Mgl2-Cre mice to generate *Mgl2*^*+/Cre*^;*Itgax*^*+/dlDTR*^ mice. The *Mgl2*^*+/Cre*^;*Itgax*^*+/dlDTR*^ mice were further crossed with R26^LSL-iTom^ reporter mice to produce *Mgl2*^*+/Cre*^;*Itgax*^*+/dlDTR*^;*Rosa26*^*+/LSL-iTom*^ mice. OT-II and 4get;OT-II mice were bred to CD45.1 mice to produce CD45.1;OT-II and CD45.1;4get;OT-II mice, respectively. Nur77-GFP mice were crossed with CD45.1;OT-II mice to generate CD45.1;Nur77-GFP;OT-II mice. *Il2ra*^*−/−*^ mice were crossed with CD45.1;OT-II mice to generate CD45.1;*Il2ra*^*+/−*^;OT-II and CD45.1;I*l2ra*^*−/−*^;OT-II mice. The CD45.1;*Il2ra*^*+/−*^;OT-II and CD45.1;*Il2ra*^*−/−*^;OT-II mice were maintained on the *Rag1*^*−/−*^ background and further crossed onto the Nur77-GFP background where indicated. All mice were maintained in a specific pathogen-free facility at Rutgers New Jersey Medical School. For all strains, both male and female mice between 6 and 12 weeks old were used. Age and sex-matched mice were allocated randomly in the experimental groups for comparison. Control mice were co-housed or kept separately in the same room. Mice were euthanized with carbon dioxide (CO_2_) inhalation followed by cervical dislocation. All animal experiments in this study have been approved by the Institutional Animal Care and Use Committee at Rutgers University (Protocol Number: PROTO999901093).

### BM reconstitution

For generating CD40^*−/−*^;Mgl2-DTR (CD301b^ΔCD40^ BMC) and CD40^*−/−*^;MHCII^*−/−*^ mixed BMC mice, lethally irradiated (1100 cGy) B6 mice were reconstituted with a 50:50 mixture of CD40^*−/−*^ and Mgl2-DTR BM cells, or with CD40^*−/−*^ and MHCII^*−/−*^ BM cells (2 × 10^6^ cells each), respectively. Those reconstituted with WT and CD40^*−/−*^ BM cells were used as a control for CD301b^ΔCD40^ and CD40^*−/−*^;MHCII^*−/−*^ mixed BMC mice. BMC mice were maintained on antibiotics (sulfamethoxazole and trimethoprim, NDC 0121-0854-16, PAI pharma) in their drinking water for 2 weeks after the reconstitution and rested for at least 6–8 weeks before being used for experiments.

### Immunization, *Nb* infection and in vivo treatment

All immunization procedures were conducted in the rear footpad with 20 µL injection volume per footpad. Mice were immunized as indicated in each Figure with 5 µg low-endotoxin OVA (Worthington Biochemical Corporation) mixed with either 50 µg papain (P4762, Sigma), 10 µL FCA (F5881, Sigma), 10 µL alum (77161, Thermo Scientific), or 10 µg CpG2216 (Invivogen) in phosphate-buffered saline (PBS). For *Nb* infection, mice were injected subcutaneously in the right ear with 600 third-stage (L3) larvae (gift from William Gause, Rutgers New Jersey Medical School) in 0.2 mL of PBS. For DC depletion, mice were injected i.p. with 500 ng DT in PBS (List Biological Laboratories) at indicated time-points. For CD40 stimulation of DCs in vivo, mice were injected i.p. with 100 μg agonistic anti-CD40 mAb (FGK4.5, BioXcell) in PBS. LNs were harvested 24 h later and restimulated with PMA and ionomycin for intracellularly staining IL-2. For mAb treatment of mice immunized with OVA plus papain, mice were injected i.p. with anti-IL-2 (S4B6-1, BioXcell, 100 μg), anti-CD154 (MR1, BioXcell, 100 μg), anti-CD40 (FGK4.5, BioXcell, 100 μg), anti-CD154 plus anti-CD40 (100 μg each), or anti-IL-2 plus anti-CD154 plus anti-CD40 (100 μg each) mAbs at the time of OT-II transfer or immunization as indicated. Rat IgG2a isotype control (2A3, BioXcell) mAb was injected to make the number of mAbs equal across different groups.

### T cell priming assays

For adoptively transferring OT-II cells, CD4^+^ T cells were isolated from the spleen and LNs of indicated naïve OT-II strains with Mouse CD4^+^ T Cell Isolation Kit (STEMCELL Technologies 19852 or BioLegend 480033) and labeled with 1.0 µM CFSE (Thermo Fisher) or CTV (C34571, Thermo Fisher) according to the manufacturer’s protocol. The purity of isolated OT-II cells was typically 90–95%. For analyzing the CD4^+^ T cell activation kinetics, CFSE- or CTV-labeled CD45.1;OT-II cells (1–2 × 10^6^) were adoptively transferred into CD45.2/.2 recipient mice that had been immunized in the rear right footpad 24 h prior. Mice with DTR expression were treated with DT as indicated in each Figure. In some experiments, multiple types of donor cells (1 × 10^6^ cells each) were co-transferred into one mouse. Two hours after the OT-II cell transfer, further LN entry of T cells was blocked by retro-orbitally injecting 100 µg anti-CD62L mAb (clone Mel-14, BE0021, BioXCell). Alternatively, in some experiments, the labeled OT-II cells were adoptively transferred into recipient mice 24 h prior to immunization and further LN entry of T cells was blocked by injecting anti-CD62L mAb at the time of immunization. The left (ndLN) and right (dLN) popliteal LNs were harvested at indicated time-points. For analyzing CD4^+^ T cell differentiation, CFSE- or CTV-labeled OT-II cells (1 × 10^5^ cells) were adoptively transferred into indicated CD45.2/.2 recipient mice, followed by immunization with OVA and an indicated adjuvant in the footpad. The dLNs were harvested at indicated time-points for intracellularly staining cytokines or intranuclear staining of Foxp3.

### Cell preparations and flow cytometry

For preparing single-cell suspensions, LNs were minced and enzymatically digested with 2.5 mg/mL collagenase D (11088882001, Sigma) in complete RPMI-1640 medium with 10% heat-inactivated fetal bovine serum (FBS) at 37 °C for 30 min. The cells were washed with PBS containing 2 mM EDTA and then stained for dead cells with cell viability dye (Zombie Aqua or Zombie UV, BioLegend) in PBS on ice for 20 min. The cells were washed with 2 mM EDTA/PBS, incubated with 10 µg/mL anti-CD16/CD32 (2.4G2, BioLegend) on ice for 10 min to block non-specific antibody binding, and stained with fluorochrome-conjugated mAbs on ice for 20 min. For intracellular cytokine staining, LN single cell suspensions were stimulated in a 96-well round-bottom plate with Cell Stimulation Cocktail containing PMA and ionomycin (eBioscience 00-4970-03, Thermo Fisher or 423302, BioLegend) at 37 °C for 1 h, and then incubated for another 5 h at 37 °C with additional Protein Transport Inhibitor Cocktail containing Brefeldin A and Monensin (eBioscience 00-4980-03, Thermo Fisher). Cells were then fixed and permeabilized with BD Cytofix/Cytoperm Kit (BD Biosciences) and incubated with anti-cytokine mAbs for 30 min on ice. For intranuclear Foxp3 staining, cells were fixed and permeabilized with Foxp3 Transcription Factor Fixation/Permeabilization Buffer (eBioscience 00-5521-00) on ice for 30 min and incubated with anti-Foxp3 mAb on ice for 30 min. For staining phosphorylated STAT5 and GATA-3, LNs were fixed with BD Phosflow^TM^ Fix Buffer I (BD Biosciences) at 37 °C for 10 min immediately after the harvest or ex vivo stimulation with IL-2 (50 ng/mL) or GM-CSF (50 ng/mL), and then permeabilized with BD Phosflow^TM^ Perm Buffer III (BD Biosciences) on ice for 30 min. After blocking with anti-CD16/CD32 (2.4G2, BioLegend), cells were stained for cell surface molecules on ice for 20 min, washed with PBS containing 2 mM EDTA, and then incubated with anti-pSTAT5 and anti-GATA-3 mAbs at room temperature (20–25 °C) for 16 h.

The mAbs to CD4 (RM4-5 or GK1.5), CD8α (53-6.7), CD45R/B220 (RA3-6B2), TCRβ (H57-597), Ly6G (1A8), CD69 (H1.2F3), CD25 (PC61), CD44 (IM7), CD279 (PD-1) (RMP1-30), I-A/I-E (MHCII) (M5/114.15.2), CD11b (M1/70), CD11c (N418), CD326 (G8.8), CD301b (URA1), CD172a (P84), CD273 (PD-L2) (TY25), XCR1 (ZET), CD103 (2E7), CD40 (3/23), CD80 (16-10A1), CD86 (GL-1), CD45.1 (A20), CD45.2 (104), IFNγ (XMG1.2), IL-4 (11B11), IL-2 (JES6-5H4), GATA-3 (16E10A23), Bcl-6 (7D1), and Foxp3 (MF-14) were purchased from BioLegend. The mAb to pSTAT5 (Tyr694) (SRBCZX) was purchased from eBioscience. Anti-CXCR5 (2G8) and PSGL1 (2PH1) mAbs were purchased from BD Biosciences. All mAbs used for flow cytometry were prepared in FACS buffer (1% BSA, 2 mM EDTA, 0.05% sodium azide in PBS), except that mAbs to pSTAT5 and GATA-3 were prepared in 1x BD Perm/Wash buffer (BD Biosciences).

All samples were collected on BD LSRII (BD Biosciences) or Attune NxT (Thermo Fisher) flow cytometer and analyzed with FlowJo software (Version 9.3.2 and 10.5.0, BD).

### CITEseq data acquisition and analysis

For CITEseq, B6 mice were immunized with 5 µg OVA plus 50 ug papain in both rear footpads in 20 µL PBS. Popliteal lymph nodes were harvested from immunized mice 1 day later and digested with collagenase D (2.5 mg/mL, Roche) in RPMI-1640 medium supplemented with 10% FBS for 30 min at 37 °C, after which EDTA (5 mM final conc.) was added and incubated for another 10 min to allow complete dissociation. Pooled skin-dLNs from naive B6 mice were used as a control. Single-cell suspensions were collected, and cells were stained with viability dye (Zombie Aqua, BioBegend) in PBS for 20 min on ice. Cells were washed and incubated with anti-CD16/32 (10 µg/mL, clone 2.4G2, BioLegend) for 20 min on ice and then stained with fluorochrome-labeled mAbs for B220 and MHCII and DNA-barcoded TotalSeq mAbs for MHCII, CD11c, CD301b, CD8α, CD11b, CD64, CD103, CD172a, Ly6C and XCR1 (BioLegend) in PBS containing 1%BSA and 2 mM EDTA for 20 min on ice. The TotalSeq mAbs for MHCII, CD11c and CD301b (0.25 mg/mL) were pre-mixed with AlexaFluor 488-, AlexaFluor 546, and AlexaFluor 647-labeled antisense oligonucleotide (1 µM) that is specific to each DNA barcode, respectively, for 15 min at room temperature (20–25 °C) in order to detect these antibodies by flow cytometry for sorting. Live MHCII^hi^ CD11c^+^ B220^−^ cells were sorted by FACS Aria III cell sorter (BD) and used to generate Gel Beads-in-Emulsion (GEMs) using the Chromium Single-Cell 3’ Reagent v3 kit (1000092, 10X Genomics) according to the manufacturer’s protocol. Briefly, cell suspensions with a > 90% viability were mixed with reverse transcription reagents and loaded onto Chromium Chip B (1000074, 10X Genomics) along with Gel beads and Partitioning oil in the recommended order, and then the chip was processed through 10X Chromium Controller for the generation of GEMs, followed by reverse transcription, cleanup, and cDNA amplification. After the cDNA amplification, size selection was used to separate the cDNA molecules for the 3’ Gexp (Gene Expression) library and ADT library construction. Library quantity and quality control were performed on Qubit 4 Fluorometer using an HS reagent kit (Q33231, Invitrogen) and TapeStation using HS DNA D1000 screen tape (5067-5584, Agilent Technologies). ADT and 3’ Gexp libraries were mixed at the ratio of 1:5 and sequenced on NovaSeq 6000 sequencer (Illumina) with a configuration of 28/8/0/91-bp for cell barcode, sample barcode and mRNA reads, respectively, as recommended by 10X Genomics. Cell Ranger and Loupe browsers were used for data analysis. The aligned data were further analyzed and visualized using Partek Flow (Partek Inc.) and Ingenuity Pathway Analysis (QIAGEN) software.

### Statistical analysis

P-values were calculated by two-tailed Student’s unpaired *t*-test or by paired *t*-test as indicated using Prism software (version 8, GraphPad). Differences were defined as statistically significant when *P*-values were <0.05. Data are presented as mean ± SEM. The sample sizes were determined based on the magnitude of the effect being observed, the laboratory’s previous experience, and published literature. The sample size for each experiment is provided in the figure legends. No data were excluded from the analyses. The investigators were not blinded during in vivo treatment or data collection.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review file

## Source data

Source Data

## Data Availability

The CITEseq data used in this study has been deposited in GEO database: accession number GSE281470. Source Data are provided with this paper. Mgl2-DTR (RRID:IMSR_JAX:023822) and Mgl2-Cre (RRID:IMSR_JAX:037286) mice have been deposited in the Jackson Laboratory. CD11-dlDTR mice are available upon request from Y.K. under an MTA from Rutgers University. Source data are provided with this paper.

# Supplementary material for: CD301b+ dendritic cell-derived IL-2 dictates CD4+ T helper cell differentiation
**Source:** Nat Commun. 2025 Feb 26;16:2002. doi: 10.1038/s41467-025-55916-9
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | BD LSRII (BD Biosciences) and Attune NxT (Thermo Fisher) for flow cytometric data collection.<br>BD FACS Aria III (BD Biosciences) for cell sorting.<br>NovaSeq 6000 sequencer (Illumina) for DNA sequences data collection.             |
| Data analysis   | FlowJo (Version 9.3.2 and 10.5.0) for FACS analysis.<br>GraphPad Prism (Version 8) for plotting data points.<br>Cell Ranger, Loupe browser, Partek Flow (Partek Inc), and Ingenuity Pathway Analysis (QIAGEN) for CITEseq data analysis. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The CITEseq data used in this study are deposited in GEO database under the accession number GSE281470 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE281470>)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

For flow cytometry analysis, the following antibodies were used:

anti-mouse CD4-APC/Fire750 (clone RM4-5, BioLegend, cat# 100568) (dilution 1:300)  
 anti-mouse CD4-BUV395 (clone GK1.5, BD Biosciences, cat# 563790) (dilution 1:300)  
 anti-mouse CD8α-PerCP/Cyanine5.5 (clone 53-6.7, BioLegend, cat# 100734) (dilution 1:300)  
 anti-mouse CD8α-Biotin (clone 53-6.7, BioLegend, cat# 100704) (dilution 1:300)  
 anti-mouse/human CD45R/B220-Biotin (clone RA3-6B2, BioLegend, cat# 103204) (dilution 1:300)  
 anti-mouse/human CD45R/B220- PE-Dazzle 594 (clone RA3-6B2, BioLegend, cat# 103258) (dilution 1:300)  
 anti-mouse TCR-beta- Brilliant Violet 510 (clone H57-597, BioLegend, cat# 109234) (dilution 1:300)  
 anti-mouse TCR-beta-Biotin (clone H57-597, BioLegend, cat# 109204) (dilution 1:300)  
 anti-mouse Ly6G-Biotin (clone 1A8, BioLegend, cat# 127604) (dilution 1:300)  
 anti-mouse CD69-PE (clone H1.2F3, BioLegend, cat# 104507) (dilution 1:300)  
 anti-mouse CD69-Pacific Blue (clone H1.2F3, BioLegend, cat# 104523) (dilution 1:300)  
 anti-mouse CD25-PerCP/Cyanine5.5 (clone PC61, BioLegend, cat# 102029) (dilution 1:300)  
 anti-mouse CD25- PE/Cyanine7 (clone PC61, BioLegend, cat# 102015) (dilution 1:300)  
 anti-mouse/human CD44-Alexa Fluor 700 (clone IM7, BioLegend, cat# 103026) (dilution 1:100)  
 anti-mouse CD279-PE-Cy7 (PD-1) (clone RMP1-30, BioLegend, cat# 109110) (dilution 1:300)  
 anti-mouse I-A/I-E (MHCII)-Alexa Fluor 700 (clone M5/114.15.2, BioLegend, cat# 107622) (dilution 1:300)  
 anti-mouse I-A/I-E (MHCII)-APC (clone M5/114.15.2, BioLegend, cat# 107613) (dilution 1:300)  
 anti-mouse/human CD11b-Brilliant Violet 711 (clone M1/70, BioLegend, cat# 101242) (dilution 1:300)  
 anti-mouse/human CD11b- APC-Fire750 (clone M1/70, BioLegend, cat# 101262) (dilution 1:300)  
 anti-mouse CD11c-PE-Cyanine7 (clone N418, BioLegend, cat# 117318) (dilution 1:300)  
 anti-mouse CD11c-PE-Dazzle 594 (clone N418, BioLegend, cat# 117347) (dilution 1:300)  
 anti-mouse CD326-PerCP-Cy5.5 (clone G8.8, BioLegend, cat# 118220) (dilution 1:300)  
 anti-mouse CD326-PE (clone G8.8, BioLegend, cat# 118205) (dilution 1:600)  
 anti-mouse CD301b-Alexa Fluor 647 (clone URA1, BioLegend, cat# 146806) (dilution 1:300)  
 anti-mouse CD301b-APC (clone URA1, BioLegend, cat# 146814) (dilution 1:300)  
 anti-mouse CD301b-PE-Dazzle 594 (clone URA1, BioLegend, cat# 146816) (dilution 1:300)  
 anti-mouse CD172a-APC-Fire750 (clone P84, BioLegend, cat# 144030) (dilution 1:150)  
 anti-mouse CD172a-PE (clone P84, BioLegend, cat# 144011) (dilution 1:300)  
 anti-mouse CD273 (PD-L2)-PE (clone TY25, BioLegend, cat# 107205) (dilution 1:300)  
 anti-mouse CD273 (PD-L2)-Brilliant Violet 421 (clone TY25, BioLegend, cat# 107219) (dilution 1:300)  
 anti-mouse/rat XCR1-PE (clone ZET, BioLegend, cat# 148203) (dilution 1:300)  
 anti-mouse/rat XCR1-Brilliant Violet 785 (clone ZET, BioLegend, cat# 148225) (dilution 1:300)  
 anti-mouse CD103-Pacific Blue (clone 2E7, BioLegend, cat# 121418) (dilution 1:300)  
 anti-mouse CD40-APC (clone 3/23, BioLegend, cat# 124611) (dilution 1:300)  
 anti-mouse CD80-FITC (clone 16-10A1, BioLegend, cat# 104705) (dilution 1:300)  
 anti-mouse CD86-PE-Cyanine7 (clone GL-1, BioLegend, cat# 105013) (dilution 1:300)  
 anti-mouse CD45.1-APC (clone A20, BioLegend, cat# 110714) (dilution 1:300)  
 anti-mouse CD45.1-APC-Fire750 (clone A20, BioLegend, cat# 110752) (dilution 1:150)  
 anti-mouse CD45.2-PE (clone 104, BioLegend, cat# 109807) (dilution 1:300)  
 anti-mouse CD45.2-APC-Fire750 (clone 104, BioLegend, cat# 109851) (dilution 1:300)  
 anti-mouse IFNγ-Pacific Blue (clone XMG1.2, BioLegend, cat# 505818) (dilution 1:300)  
 anti-mouse IFNγ-PerCP-Cy5.5 (clone XMG1.2, BioLegend, cat# 505821) (dilution 1:300)  
 anti-mouse IL-4-PE (clone 11B11, BioLegend, cat# 504104) (dilution 1:300)  
 anti-mouse IL-4-PE-Dazzle 594 (clone 11B11, BioLegend, cat# 504132) (dilution 1:300)  
 anti-mouse IL-2-PE (clone JES6-5H4, BioLegend, cat# 503807) (dilution 1:300)  
 anti-mouse Foxp3-PE (clone MF-14, BioLegend, cat# 126404) (dilution 1:300)  
 anti-mouse/human Bcl-6-PE-Dazzle 594 (clone 7D1, BioLegend, cat#358509) (dilution 1:200)  
 anti-mouse/human GATA-3- PerCP-Cy5.5 (clone 16E10A23, BioLegend, cat# 653811) (dilution 1:200)  
 anti-mouse/human pSTAT5 (Tyr694)-PE (clone SRBCZX, eBioscience, cat# 12-9010-41) (dilution 1:200)  
 anti-mouse CXCR5-Biotin (clone 2G8, BD Biosciences, cat# 551960) (dilution 1:50)  
 anti-mouse PSGL-1-PE (clone 2PH1, BD Biosciences, cat# 555306) (dilution 1:300)

For CITEseq analysis, the following DNA-barcoded TotalSeq mAbs were used:

anti-mouse I-A/I-E (MHCII) (clone M5/114.15.2, BioLegend, cat# 107653) (dilution 1:300)  
 anti-mouse CD11c (clone N418, BioLegend, cat# 117355) (dilution 1:300)  
 anti-mouse CD301b (clone URA-1, BioLegend, cat# 146817) (dilution 1:300)  
 anti-mouse CD8α (clone 53-6.7, BioLegend, cat# 100773) (dilution 1:300)

anti-mouse/human CD11b (clone M1/70, BioLegend, cat# 10125) (dilution 1:300)  
 anti-mouse CD64 (clone X54-5/7.1, BioLegend, cat# 139325) (dilution 1:300)  
 anti-mouse CD103 (clone 2E7, BioLegend, cat# 121437) (dilution 1:300)  
 anti-mouse CD172a (clone P84, BioLegend, cat# 144033) (dilution 1:300)  
 anti-mouse Ly6C (clone HK1.4, BioLegend, cat# 128047) (dilution 1:300)  
 anti-mouse/rat XCR1 (clone ZET, BioLegend, cat# 148227) (dilution 1:300)

For in vivo treatment, the following mAbs were used:  
 anti-mouse L-Selectin (CD62L) (clone Mel-14, BioXcell, cat# BE0021)  
 anti-mouse IL-2 (clone S4B6-1, BioXcell, cat# BE0043-1)  
 anti-mouse CD154 (clone MR1, BioXcell, cat# BE0017-1)  
 anti-mouse CD40 (clone FGK4.5, BioXcell, cat# BE0016-2)  
 Rat IgG2a isotype control (clone 2A3, BioXcell, cat# BE0089)

## Validation

All antibodies used in this study were obtained from commercial source and validated by the source vendor. Some antibodies were also validated in this study by comparing to staining with isotype controls.

The antibodies used for staining in this study were validated by flow cytometric analysis on immune cells by vendors, as follows:

anti-mouse CD4 (clone RM4-5, GK1.5)  
 anti-mouse CD8 $\alpha$  (clone 53-6.7)  
 anti-mouse/human CD45R/B220 (clone RA3-6B2)  
 anti-mouse TCR-beta (clone H57-597)  
 anti-mouse/human CD44 (clone IM7)  
 anti-mouse I-A/I-E (MHCII) (clone M5/114.15.2)  
 anti-mouse CD11c (clone N418)  
 anti-mouse/rat XCR1-PE (clone ZET)  
 anti-mouse CD103 (clone 2E7)  
 anti-mouse CD86 (clone GL-1)  
 anti-mouse CXCR5 (clone 2G8)  
 anti-mouse Foxp3 (clone MF-14)  
 C57BL/6 splenocytes were stained.

anti-mouse CD40-APC (clone 3/23)  
 anti-mouse PSGL-1-PE (clone 2PH1)  
 Balb/c splenocytes were stained.

anti-mouse Ly6G-Biotin (clone 1A8)  
 anti-mouse/human CD11b (clone M1/70)  
 anti-mouse CD172a-APC-Fire750 (clone P84)  
 anti-mouse CD172a-PE (clone P84)  
 anti-mouse CD64 (clone X54-5/7.1)  
 anti-mouse Ly6C (clone HK1.4)  
 C57BL/6 bone marrow cells were stained.

anti-mouse CD301b (clone URA1)  
 C57BL/6 bone marrow derived DCs were stained.

anti-mouse CD80 (clone 16-10A1)  
 LPS-stimulated (3 days) Balb/c splenocytes were stained.

anti-mouse CD69 (clone H1.2F3)  
 anti-mouse IL-2 (clone JES6-5H4)  
 PMA + ionomycin-stimulated (6 hrs) C57BL/6 splenocytes were stained.

anti-mouse IFN $\gamma$  (clone XMG1.2)  
 PMA + ionomycin-stimulated (6 hrs) Balb/c splenocytes were stained.

anti-mouse IL-4 (clone 11B11)  
 PMA + ionomycin-stimulated (6 hours, in presence of brefeldin A) Th2-polarized C57BL/6 CD4-positive cells were intracellularly stained.

anti-mouse CD25 (clone PC61)  
 anti-mouse CD279 (PD-1) (clone RMP1-30)  
 Con A-stimulated (2-3 days) Balb/c splenocytes were stained.

anti-mouse CD326-PE (clone G8.8)  
 TE-71 (mouse thymic epithelial stromal cell line) cells were stained.

anti-mouse CD273 (PD-L2) (clone TY25)  
 Mouse B7-DC transfected BHK cells were stained.

anti-mouse CD45.1-APC (clone A20)  
 SJL mouse splenocytes were stained.

anti-mouse CD45.2-PE (clone 104)  
 BALB/c and SJL splenocytes were stained.

Burkitt's lymphoma cell line, Ramos, was treated with the True-Nuclear™ Transcription Buffer Set, and stained with Bcl-6 (clone 7D1)

anti-mouse GATA-3 (clone 16E10A23)

Human T leukemia cell line Jurkat or Burkitt's lymphoma cell line Ramos were treated with FOXP3 Fix/Perm Buffer Set, and then stained.

anti-mouse/human pSTAT5 (Tyr694) (clone SRBCZX)

IL-2-stimulated (15 minutes) human Th2-polarized CD4+ cells were stained using the Fixation/Methanol protocol.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

C57BL/6N (B6), Mgl2-DTR, CD207-DTR, CD11c-dIDTR, CD40-/-, MHCII-/-, Mgl2-Cre, Mgl2-Cre;Rosa26LSL-iTom, Mgl2-Cre;MHCIIfl/fl, Mgl2-Cre;Il2fl/fl, Mgl2-Cre;Il2rafl/fl, Mgl2-Cre;CD11c-dIDTR, Mgl2-Cre;CD11c-dIDTR;Rosa26LSL-iTom, CD45.1;4get;OT-II, CD45.1;Nur77-GFP;OT-II, CD45.1;Nur77-GFP;Rag1;Il2ra;OT-II mice strains on a B6 background were used. For all strains, both male and female mice between 6 to 12 weeks old were used. All mice were maintained at a temperature of 65-75°F (18-23°C) and humidity of 40-60% in a 12-h light/dark cycle with free access to water and food in a SPF facility at Rutgers New Jersey Medical School.

### Wild animals

This study did not involve wild animals.

### Reporting on sex

Sex differences were not considered as a biological variable.

### Field-collected samples

This study did not involve samples collected from the field.

### Ethics oversight

All procedures in mice were performed in accordance to protocols approved by the IACUC at Rutgers University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

LNs were harvested from mice after euthanasia by carbon dioxide and cervical dislocation. LNs were minced and enzymatically digested with 2.5 mg/ml collagenase D (11088882001, Sigma) in complete RPMI-1640 medium with 10% heat-inactivated fetal bovine serum (FBS) at 37°C for 30 min. The cells were washed with PBS containing 2mM EDTA, and then stained for dead cells with cell viability dye (Zombie Aqua or Zombie UV, BioLegend) in PBS on ice for 20 min. The cells were washed with 2mM EDTA/PBS, incubated with 10 µg/mL anti-CD16/CD32 (2.4G2, BioLegend) on ice for 10 min to block non-specific antibody binding, and stained with fluorochrome-conjugated mAbs on ice for 20 min.

For intracellular cytokine staining, LN single cell suspensions were stimulated in a 96-well round-bottom plate with Cell Stimulation Cocktail containing PMA and ionomycin (eBioscience 00-4970-03, Thermo Fisher or 423302, BioLegend) at 37°C for 1 hour, and then incubated for another 5 hours at 37°C with additional Protein Transport Inhibitor Cocktail containing Brefeldin A and Monensin (eBioscience 00-4980-03, Thermo Fisher). Cells were then fixed and permeabilized with BD Cytofix/Cytoperm Kit (BD Biosciences) and incubated with anti-cytokine mAbs for 30 min on ice.

For intranuclear Foxp3 staining, cells were fixed and permeabilized with Foxp3 Transcription Factor Fixation/Permeabilization Buffer (eBioscience 00-5521-00) on ice for 30 min and incubated with anti-Foxp3 mAb on ice for 30 min.

For staining phosphorylated STAT5 and GATA-3, LNs were fixed with BD Phosflow™ Fix Buffer I (BD Biosciences) at 37°C for 10 min immediately after the harvest and permeabilized with BD Phosflow™ Perm Buffer III (BD Biosciences) on ice for 30 min. After blocking with anti-CD16/CD32 (2.4G2, BioLegend), cells were stained for cell surface molecules on ice for 20 min, washed with PBS containing 2 mM EDTA, and then incubated with anti-pSTAT5 and anti-GATA-3 mAbs at room temperature (20°C–25°C) for 16 hours.

#### Instrument

BD LSRII (BD Biosciences)  
Attune NxT (Thermo Fisher)

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                           | BD Aria III (BD Biosciences)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Software                  | FlowJo (Version 9.3.2 and 10.5.0)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Cell population abundance | Live MHCIIhi CD11c+ B220- cells of skin LNs were sorted by BD FACS Aria III for CITEseq analysis. The purity of the sorted population were over 95% purity.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Gating strategy           | <p>For all experiments, all LN cells were first gated by FSC-A and SSC-A to exclude debris, after which doublets were gated out using FSC-A and FSC-H. Dead cells were excluded by staining with Zombie-Aqua or Zombie-DAPI live/dead staining dye (BioLegend). The live singlet cells were gated as follows:</p> <p>Donor OT-II (CD8-TCRb+CD4+CD45.1+ or B220-CD8-MHCII-CD4+CD45.1+).</p> <p>DC (B220-TCRb-CD11c+MHCII+) exemplified in Fig 4B and Extended Fig 3H.</p> <p>Host CD44+ CD4T cells (B220-CD8-CD45.1-CD44+CD4+).</p> <p>The parental gating for flow cytometric plots in figures were indicated in the text.</p> <p>Appropriate isotype control mAbs were used to define positive and negative staining cells in key experiments, while other gating was performed according to previously published strategies.</p> |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

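CITEseq data were used from 1 library of naive mice and 1 library of mice immunized with 5 µg OVA plus 50 µg papain 1 day earlier. With a single library per condition, cells are not replicates. No p-value, no standard error and no number of differentially expressed genes is given, and no paired analysis was possible because the labels give no replicate numbers. The 95% intervals are exact Clopper-Pearson intervals for shares of cells and exact Poisson intervals for CPM. Intervals of log2 ratios come from 1000 Poisson redraws of the summed UMIs. All of them cover counting error only and leave out the variation between mice and libraries.

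The authors processed the sequencing data with Cell Ranger and Partek Flow. The expression values the authors deposited are log2 values of CPM (counts scaled to 1000000 per cell) plus 1. In each cell, 2 to the power of the value, minus 1, summed over the listed genes to between 0.810 and 0.979 of the 1000000, so the scaling was done before some genes were left out. UMIs were recovered by dividing by the value of 1 UMI, and 100% of the values of up to 50 UMIs were whole within 0.02 UMIs. The deposited number of expressed genes is in counts and equalled the number of genes above 0 in every cell. The deposited total count of the expression data is a score, the sum of the log2 values of a cell, and not a number of UMIs. The deposited mitochondrial value, in percent, is the share of those log2 values and not a share of reads, and the mitochondrial share was recomputed from UMIs. The deposited antibody values are on a natural logarithm (ln) scale. They were equal to ln(1 + (count + 1) / geometric mean of count + 1 over 12 antibodies), and the deposited antibody totals are counts. Recovered antibody counts were within 0.0342 of a whole number.

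The depth was 3637 to 57378 UMIs per naive cell and 2682 to 57150 per papain cell. A naive cell had a median of 3036 detected genes and a papain cell 3313. Single UMIs decide whether a gene such as *Il2* is detected in a cell at this depth, so shares of cells with a UMI are given beside CPM and beside shares after thinning each cell to 8392 UMIs, the 10th percentile over the cells with a class. The thinned share is the expected value over all draws.

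Cells were grouped by the authors' labels into LCs, cDC1s and CD301b lo, CD301b int and CD301b hi cDC2s. The label of each of the 3042 naive and 7306 papain cells found in both the expression and the antibody data was the same in both. Clustering the antibody values anew had been set as the main grouping before the data were examined. When the labels were found with the data, they took its place, and the new clustering became an alternative. Also set before the data were examined were the 20 named genes, the rule for naming further genes, the list of 38 CD40 signalling genes, the 13 genes of other lymph node cells, and all alternatives that are not described as chosen after seeing the data. The rule named the 5 genes with the highest and the 5 with the lowest log2 ratio among genes with at least 50 CPM in the higher group, and, for CD301b hi cDC2s against other DCs, with the same direction in both libraries, which left 1999 of 2665 genes. For papain against naive cells it left 2756 genes, and *Mgl2*, already among the 20 named genes, was also among the 5 lowest. Of the 13 genes of other lymph node cells, 9 are listed in the expression data. A list of 12 immediate early and heat shock genes was written later, before its ratios were computed.

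The antibody clustering used the scaled values of both libraries, a graph of 15 neighbours and Leiden clustering at the lowest resolution, in steps of 0.05, that gave 7 clusters. A cluster was called cDC1s where its median XCR1 was over 1 SD above the mean of all cells. It was called LCs where its median CD326 was, and cDC2s otherwise, so CD172a did not enter the call. For the cDC2 subclusters, log2 values of the 2000 most variable genes, 20 principal components and the same kind of graph were used, at the lowest resolution that gave 5 clusters. No genes that define these clusters are reported. Ratios of expression were taken between CPM summed over the cells of a group, with 1 added to both. The CD40 signalling list was summarised by its median log2 ratio and set beside 10000 random lists drawn from 20 bins of mean expression.

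The alternatives changed 1 choice at a time: the calls of DC subsets, the borders between CD301b classes, the filter on cells (at least 500 detected genes and under 10% of UMIs on mitochondrial genes), the number of variable genes, centring within each library, the pseudocount (10 in place of 1), the mean over cells, the scaling to the median ratio of genes with at least 10 CPM, the weights of the other subsets, the comparison group, and the members of the CD40 signalling list. Scrublet was run on each library and called 13 of 3471 naive and 1 of 7596 papain cells doublets. Its automatic thresholds of 0.400 and 0.442 parted almost no cells, and the alternatives without doublets were left out. The authors' antibody clusters and UMAP coordinates were not used here, and the barcode sequences of the 12 antibodies entered no calculation.

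The calculations were tested on simulated data made from the papain library. With 200 of 6909 genes changed, 100% of the changed genes had the right sign, the largest difference from a true log2 ratio was 0.23, and 94.9% of the intervals held the true ratio. The simulated sums were Poisson draws, as the intervals assume, so this coverage checks the code and not the spread between real cells. A list shifted by 0.1 on the log2 scale stood at percentile 100, and 20 of 20 unshifted lists stood between percentiles 2.5 and 97.5. Apart from the 200 changed genes, no gene differed in these data. The list check therefore does not show what shift could be seen among real genes, whose ratios vary. With even expression, 21 cells held 2 or more UMIs against an upper bound of 29 from Poisson draws, and with all UMIs placed in 2% of the cells, 124 cells did against a bound of 32.

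Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, with a random seed of 1.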

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

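The tests of the MHC class II level of single cells were chosen only after the result was seen; the other tests were written down before they were run.

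The cells with expression values but no antibody data, which the paper does not report on, held T cell transcripts far more often than the DC subsets did. At least 1 *Cd3e* or *Trac* UMI was found in 237 of 429 such cells of the naive library (55.2%, interval 50.4 to 60.0%) and in 241 of 290 of the papain library (83.1%, 78.3 to 87.2%), against 5.98% (5.17 to 6.89%) and 4.41% (3.95 to 4.903%) of the cells with antibody data. The authors' label for conjugation with T cells marks the same cells as these UMIs do in all 3471 naive and 7596 papain cells. The median depth was lower in the cells without antibody data (9593 and 6966 UMIs) than in the others (13980 and 14945 UMIs), so depth works against the difference. The more abundant T cell gene *Trbc2* stood at 281 and 658 CPM in the cells without antibody data and at 19.8 and 4.13 in the others, and *Cd3d* at 194 and 524 against 11.9 and 2.91. All 4 genes of the T cell list were also found in cells of the DC subsets.

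Free RNA from T cells was argued against in both libraries. With 2 or more *Cd3e* plus *Trac* UMIs asked for, the share was still 52.4% (47.6 to 57.3%) in the naive and 79.0% (73.8 to 83.5%) in the papain cells without antibody data, against 3.12% and 1.01% of the other cells. T cells without a DC in the droplet were then weighed by MHC class II mRNA. The median CPM of *Cd74*, *H2-Aa*, *H2-Eb1* and *H2-Ab1*, summed over the cells with T cell transcripts and no antibody data, was 17.1% of that of the DC subsets in the naive library (single genes 10.2 to 18.6%). It was over the limit of 10% written before the test, and by that limit it counts against T cells alone as the source of all these cells. In the papain library it was 10.5%, with single genes between 9.13 and 12.4%, so that T cells alone cannot be told apart from a mixture by this value. By the limit alone it would have counted against them, and the range over genes was brought in after the value was seen. Free RNA of DCs, which can bring MHC class II mRNA into a T cell droplet, was not weighed. The summed level therefore excludes T cells alone in neither library as the source of these cells. The level of each cell gave a different picture for most of them: 85.7% (80.5 to 89.9%) of the naive and 86.7% (81.8 to 90.7%) of the papain cells with T cell transcripts and no antibody data were under 10% of the DC median, against 1.26% and 2.12% of the cells with antibody data and without T cell transcripts. Most of these droplets may therefore be T cells without a DC, and a smaller part may hold both. The median depth was 7626 and 6980 UMIs in these cells.

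Why these cells have no antibody data was not tested, and a filter of the authors on antibody counts stays open, as does binding of T cells to DCs in the lymph node. The difference between the 2 libraries in the share with T cell transcripts was not tested and follows lymph node site as well as immunization. Because none of these cells has a class, they enter no value given for a DC subset.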

How the results depend on the processing

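The alternatives that used new antibody clusters with 15 neighbours, left CD11b out of the clustering, took CD301b borders from Fig. 5b, left out cells with a *Cd3e* or *Trac* UMI, cells without expression values or the deepest 5% of cells, left *Jun* and *Fos* out of the CD40 signalling list or set that list relative to the median ratio were chosen after seeing the data.

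Over 116 results and 804 alternative values, 532 stayed within the counting interval of the reported value with its direction, 255 moved by more, and 17 changed direction. Counting intervals are narrow for sums of many UMIs, and no interval includes variation between mice. The alternatives without doublets were not run, because Scrublet called 14 of 11067 cells.

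All 24 shares of DC subsets from new antibody clusters, with 15 or 30 neighbours, 10 clusters or CD11b left out, stayed within the intervals of the reported shares. Gates from mixtures on XCR1 and CD326 gave 43.1% cDC2s, 37.5% cDC1s and 19.4% LCs in the naive and 71.7%, 7.96% and 20.4% in the papain library. The filter on cells gave 66.1% cDC2s and 19.2% cDC1s in the naive and 84.7% cDC2s and 12.0% LCs in the papain library. Leaving out cells with a *Cd3e* or *Trac* UMI gave 67.6% and 17.5%, and 85.1% and 11.7%, for the same groups. Taking only cells with both kinds of data gave 66.5% and 19.0%, and 84.7% and 12.1%. These 3 settings all drop cells without expression values, which by itself gives the values named last; the cause of the gates' values was not tested. Under each setting cDC1s were a larger share of the naive than of the papain library, while LCs went from 19.4 to 20.4% with the gates and fell under the other settings that moved them.

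The CD301b hi share of cDC2s was higher in the papain than in the naive library with every setting but tertiles within each library, which put 33.3% of the papain cDC2s in each class by construction. Tertiles over all cDC2s gave 23.8% CD301b hi, 34.1% CD301b int and 42.1% CD301b lo cells in the naive and 37.2%, 33.0% and 29.8% in the papain library. Borders 0.2 higher gave 26.0% CD301b hi and 41.8% CD301b lo cells in the naive and 39.6%, 30.7% CD301b int and 29.7% CD301b lo cells in the papain library. Borders 0.2 lower gave 40.6% and 27.0% in the naive and 54.3%, 27.1% and 18.5% in the papain library. These moves follow from where the borders lie. Without cells holding a *Cd3e* or *Trac* UMI, 35.5% of naive cDC2s were CD301b hi and 32.1% CD301b lo, and with only cells that have both kinds of data 34.9% and 32.5%; the cause was not tested.

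The share of cDC2s in subclusters with 80% or more of 1 library was 63.7% with 1000 and 47.3% with 4000 variable genes, 85.7% with genes centred within each library and 65.3% with the filter on cells. With 4000 variable genes, the gap between the highest and lowest CD301b hi share over papain subclusters was 48.3 percentage points. The cause was not tested.

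Thinning lowered the *Il2* shares by construction, to 3.19% of CD301b hi, 2.98% of CD301b int and 3.14% of CD301b lo cDC2s and 2.95% of cDC1s in the naive library and to 3.49%, 3.36% and 3.52% of the cDC2 classes and 3.84% of LCs in the papain library. Asking for 2 or more UMIs left 0.424% of CD301b hi, 0% of CD301b int and 0.456% of CD301b lo cDC2s, 0.346% of cDC1s and 0% of LCs in the naive library and 0.277%, 0.438%, 0.136%, 0.426% and 0.227% in the papain library. The counts of 0 have upper bounds of 0.558% and 0.835%. The other 6 settings left each of the 10 shares within its interval.

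*Cd40* was higher in CD301b hi cDC2s than in the other DCs under all 8 settings in both libraries. Its log2 ratio was 0.95 in the naive and 0.57 in the papain library with the mean of single cells, 0.81 and 0.42 with tertiles over all cDC2s, and 1.36 and 0.97 against CD301b lo cDC2s alone; with the other subsets weighted equally it was 0.59 in the papain library. The median of the CD40 signalling list stayed above 0 under all 10 alternatives in both libraries. It was 0.17 in the naive and 0.11 in the papain library against CD301b lo cDC2s alone, 0.086 in the papain library with equal weights, and 0.056 and 0.0052 without the genes printed in Fig. 5f. The list's percentile moved more. Without cells holding a *Cd3e* or *Trac* UMI, the papain percentile was 89.8, at a median of 0.037, and the naive percentile 97.9. In the papain library it was 79.2 against cDC1s, 91.9 against LCs, 99.1 against CD301b lo and 99.5 against CD301b int cDC2s alone. The papain over naive log2 ratio of *Cd40* in CD301b hi cDC2s was 0.58 relative to the median ratio. The median ratio subtracts 0.092 from every gene, and leaving out the genes printed in Fig. 5f, which all lie above 0, lowers the median of the list by construction. The cause of the other moves was not tested.

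The 17 changes of direction were all of single genes, and the reported log2 ratio was within 0.19 of 0 for each of them except *Epcam* (-3.00 in the papain library). Against CD301b lo cDC2s alone, the log2 ratio was -0.24 for *Il2ra* in the naive library and, in the papain library, 0.021 for *Il2*, -0.18 for *Il2rg*, -0.081 for *Cd86*, -0.22 for *Pdcd1lg2*, 0.0065 for *Xcr1* and 0.18 for *Epcam*. With the other subsets weighted equally, it was 0.061 for *Il2rg* in the naive library and 0.12 for *Il2ra*, 0.064 for *Cd80* and -0.20 for *Pdcd1lg2* in the papain library. The mean of single cells gave 0.050 for *Il2rg* in the naive library, and leaving out cells with a *Cd3e* or *Trac* UMI gave 0.056 for *Il2rg* in the naive and 0.0066 for *Il2* in the papain library. Tertiles over all cDC2s gave -0.038 for *Cd86* in the papain library. The papain over naive log2 ratio of *Il2* in CD301b hi cDC2s was -0.026 relative to the median ratio and -0.11 with the mean of single cells. In the papain library, *Epcam* stood at 156 CPM in LCs, against 4.79 in CD301b hi and 4.10 in CD301b lo cDC2s. Its change of direction follows from leaving LCs out of the comparison. The cause of the other changes was not tested.

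Depth is a limit of the *Il2* values. The 5 naive groups held between 9 and 45 *Il2* UMIs each and the 5 papain groups between 31 and 211, so that the naive interval for CD301b hi cDC2s runs from 2.87 to 5.27 CPM.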

Differences from the paper's values

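With the authors' classes and all UMIs, none of the 10 shares of cells with an *Il2* UMI was more than 1.5 times the number printed in Fig. 5d or less than that number over 1.5. Rounded to 2 significant digits, 9 of them match the printed numbers, and for naive LCs the share was 2.05% here and about 2.1% in Fig. 5d, read by eye. These shares count cells with 1 or more UMIs. After thinning, 6 of the 10 shares were farther from the printed number than that, and with 2 or more UMIs asked for, all 10 were.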

Other observations

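The tests for T cells as the source of *Il2* or *Il2ra* transcripts and the test of CD11b against CD24 were chosen only after the result was seen.

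Readings of the *Il2* UMIs found in every DC subset were tested. If a few cells of a subset made most of its *Il2* mRNA, cells with 2 or more UMIs would be more frequent than chance gives at an even level. Over both libraries 29 cells held 2 or more *Il2* UMIs, and Poisson draws at the mean level of each subset gave 27.1 cells (17 to 38). Free RNA, or evenly low expression in all cells of a subset, is therefore a candidate explanation, and the test does not part these from each other. T cells caught with the DCs were argued against for most of the signal, because 90.2% of the *Il2* UMIs lay in cells without a *Cd3e* or *Trac* UMI. A T cell without a detected *Cd3e* or *Trac* UMI would be missed. RNA of T cells like those among the cells without antibody data was argued against too. Scaled by the level of *Cd3e*, *Cd3d*, *Trbc2* or *Trac* found in the DC subsets, it would bring at most 6.62% of their *Il2* level in the naive library (0.231 of 3.49 CPM, by *Trac*) and 0.937% in the papain library (0.0413 of 4.41 CPM, by *Trac*). Scaled by the B cell genes *Cd79a*, *Cd79b*, *Ighm* and *Igkc* in place of these, RNA of the same cells would bring between 6.68% (*Cd79a*) and 33.0% (*Cd79b*) in the naive and between 1.13% (*Cd79a*) and 7.43% (*Cd79b*) in the papain library. Free RNA of other cells, among them T cells richer in *Il2* than these, stays open.

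T cells may account for the high *Il2* level of papain cDC1s. Without the 11 papain cDC1s holding a *Cd3e* or *Trac* UMI, their level was 2.76 CPM (1.19 to 5.44), no longer above that of the papain cDC2 classes and LCs, whose values lie within this interval. In 1 of the 11 cells left out, 21 *Il2* UMIs were found beside 3 *Cd3e*, 1 *Trac*, 4 *Cd4* and 3 *H2-Aa* UMIs. Among naive cDC1s, 78 of 578 cells (13.5%, interval 10.8 to 16.6%) held a *Cd3e* or *Trac* UMI, and 24 of the 78 (30.8%) had an MHC class II level under 10% of the DC median.

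The share of LCs with an *Il2* UMI was higher in the papain than in the naive library. A difference in depth was weighed in 2 ways that gave different answers. After thinning, the intervals of the libraries overlapped (0.521 to 3.69% in the naive and 2.64 to 5.51% in the papain library), which by the criterion written before the test counts for depth. The CPM do not depend on depth, however, and their ratio, papain over naive, was 2.64 (1.32 to 5.98) over 9 naive and 82 papain UMIs, which argues against depth as the whole cause and was given more weight after both values were seen. T cells caught with the LCs were argued against, since 8.81% (6.96 to 11.0%) of papain LCs without a *Cd3e* or *Trac* UMI held an *Il2* UMI, against 2.11% (0.970 to 3.97%) of such naive LCs. Lymph node site, a difference between the 2 libraries and immunization stay open, as untested.

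The CD301b hi share of cDC2s was also higher in the papain library. Antibody depth was argued against, since naive counts thinned to the papain median gave 30.0% CD301b hi cDC2s, farther from the papain share and not nearer to it. Scaling of CD301b against the other antibodies was tested by leaving each of them out of the geometric mean with the naive share held. The lowest papain share was 45.1% (without CD8a). The antibodies were never left out together, so this test cannot exclude a joint shift of several of them. Such a shift stays open, and lymph node site, a difference between libraries and immunization stay open here too.

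Technical readings of the CD40 signalling list were tested. Pooling LCs and cDC1s into the comparison was argued against, because the median log2 ratio of the list, which includes the 7 genes printed in Fig. 5f from these libraries, was 0.11 against CD301b lo cDC2s alone in the papain library. Genes switched on during tissue digestion cannot be told apart from CD40 signalling by these values. The median of 12 immediate early and heat shock genes was 0.091 in the papain and 0.084 in the naive library, which in the papain library is above the median of the CD40 signalling list and by the criterion written before the test counts for digestion. Its members, however, lie on both sides of 0, from -0.66 for *Atf3* to 0.72 for *Egr1* in the papain library, with 7 of 12 above 0, and 2 of them are also in the CD40 signalling list. That such a spread decides nothing was settled after the values were seen. A biological difference between the CD301b classes stays open.

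CD11b and CD24 antibody counts rose and fell together. The median share of CD11b in the sum of both counts differed by at most 0.833 percentage points between DC subsets of the same library, from 54.2 to 55.0% in the naive library. The variance of the CD11b counts, given the sum, was 1.04 times in the naive and 1.02 times in the papain library that of a binomial draw, and the log counts had a correlation across cells of 0.974 and 0.972, against 0.811 and 0.707 for the next pair of antibodies. A candidate explanation is that the same antibody barcode was read under both names. The deposited list of antibodies gives the same barcode sequence for both. The methods name neither CD24 nor CD326 among the antibodies used for CITEseq, while the legend of Fig. 5 and the labels name both. No biological explanation was tested.

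The following values are of mRNA, whereas the paper's statements on the IL-2 receptor and on costimulatory molecules rest on flow cytometry. *Il2ra* stood at 52.6 CPM in CD301b hi, 62.3 in CD301b int and 62.4 in CD301b lo cDC2s, 34.4 in cDC1s and 22.4 in LCs of the naive library. In the papain library it stood at 118, 132, 149, 53.1 and 99.0. *Il2ra* was thus higher in the CD301b lo than in the CD301b hi class, and T cells were tested as its source. Without cells holding a *Cd3e* or *Trac* UMI the naive level was 52.5 (48.3 to 56.9) in CD301b hi, 63.6 (58.7 to 68.9) in CD301b int and 60.6 (55.6 to 66.1) in CD301b lo cDC2s, 19.1 (16.2 to 22.4) in cDC1s and 22.2 (18.3 to 26.6) in LCs, so that cDC1s no longer stood above LCs. The CD301b lo and CD301b hi intervals overlap, which falls short of the criterion written for the test. The ratio of these levels was 1.16 (1.03 to 1.30), and 1.19 (1.06 to 1.33) with all cells, which argues against cells with these UMIs as the whole cause and was given more weight after both values were seen. In the papain library the level was 148 (142 to 154) in CD301b lo against 118 (115 to 121) in CD301b hi cDC2s, which argues against T cells there too. T cells without a detected *Cd3e* or *Trac* UMI would be missed in both libraries. *Il2rb* stood, for the same groups in the same order, at 2.63, 4.45, 25.0, 24.8 and 4.703 CPM in the naive library, where the 231 UMIs of the CD301b lo class lay in 33 of its 658 cells, and at 0.316, 1.12, 0.332, 0.976 and 0.0545 in the papain library. Without cells holding a *Cd3e* or *Trac* UMI, *Il2rb* stood at 2.43, 3.09, 18.0, 5.49 and 4.71 in the naive library. *Il2rg* stood at 81.3, 94.0, 108, 70.0 and 39.1 in the naive and at 90.1, 90.2, 102, 75.5 and 53.4 in the papain library. Without cells holding a *Cd3e* or *Trac* UMI, the naive cDC1 level of *Il2rg* was 53.4 in place of 70.0.

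*Cd80* stood at 45.8 CPM in CD301b hi and 88.8 in CD301b lo cDC2s of the naive library and at 55.3 and 87.0 in the papain library. *Cd86* stood at 123 and 182 in the naive and at 244 and 259 in the papain library, and *H2-Ab1* at 1585 and 3498 and at 393 and 1516. *Cd83* stood at 2121 and 1511 and at 1491 and 1197, *Fscn1* at 2167 and 1290 and at 2828 and 2163, and *Ccr7* at 4053 and 3266 and at 3270 and 3276 for the same groups.

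Between the libraries, the median log2 ratio of genes in CD301b hi cDC2s, papain over naive, was 0.092. The genes printed in Fig. 5f went both ways. *Cd40* had a log2 ratio of 0.67, *Ikbkb* of 0.49 and *Icam1* of 0.34. *Nfkbid* had one of -0.50, *Tnfaip3* of -0.46, *Nfkbia* of -0.055 and *Tank* of -0.029 (interval -0.084 to 0.020). Among other named genes, *Il2ra* had a log2 ratio of 1.15, *Cd86* of 0.99, *Cd274* of 0.35 and *Itgax* of -2.02. *Mgl2*, which encodes CD301b, had one of -4.69, from 56.1 to 1.21 CPM, although the class is defined by CD301b protein; *Clec10a*, a paralog with which reads can be shared, went from 8.76 to 0.158. The highest ratios by the rule for named genes were those of *Isg15* (2.19), *Ikzf4* (1.84), *Gm4070* (1.83), *Fabp4* (1.80) and *Gm12854* (1.78), and the lowest beside *Mgl2* those of *Lyz2* (-5.24), *Plbd1* (-3.75), *Wfdc17* (-2.68) and *Clec7a* (-2.51). Lymph node site, library and immunization are confounded in each of these ratios.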
